# Near-infrared-emitting nanoparticles activate collagen synthesis via TGFβ signaling

**DOI:** 10.1038/s41598-020-70415-1

**Published:** 2020-08-06

**Authors:** Myung Hyun Kang, Han Young Yu, Goon-Tae Kim, Ji Eun Lim, Seunghun Jang, Tae-Sik Park, Joung Kyu Park

**Keywords:** Nanoparticles, Nanoparticles

## Abstract

Research efforts towards developing near-infrared (NIR) therapeutics to activate the proliferation of human keratinocytes and collagen synthesis in the skin microenvironment have been minimal, and the subject has not been fully explored. Herein, we describe the novel synthesis Ag_2_S nanoparticles (NPs) by using a sonochemical method and reveal the effects of NIR irradiation on the enhancement of the production of collagen through NIR-emitting Ag_2_S NPs. We also synthesized Li-doped Ag_2_S NPs that exhibited significantly increased emission intensity because of their enhanced absorption ability in the UV–NIR region. Both Ag_2_S and Li-doped Ag_2_S NPs activated the proliferation of HaCaT (human keratinocyte) and HDF (human dermal fibroblast) cells with no effect on cell morphology. While Ag_2_S NPs upregulated TIMP1 by only twofold in HaCaT cells and TGF-β1 by only fourfold in HDF cells, Li-doped Ag_2_S NPs upregulated TGF-β1 by tenfold, TIMP1 by 26-fold, and COL1A1 by 18-fold in HaCaT cells and upregulated TGF-β1 by fivefold and COL1A1 by fourfold in HDF cells. Furthermore, Ag_2_S NPs activated TGF-β1 signaling by increasing the phosphorylation of Smad2 and Smad3. The degree of activation was notably higher in cells treated with Li-doped Ag_2_S NPs, mainly caused by the higher PL intensity from Li-doped Ag_2_S NPs. Ag_2_S NPs NIR activates cell proliferation and collagen synthesis in skin keratinocytes and HDF cells, which can be applied to clinical light therapy and the development of anti-wrinkle agents for cosmetics.

## Introduction

Near-infrared (NIR) irradiation has shown great potential for clinical light therapy as well as for cosmetic purposes^1–3^ and successfully been applied to photorejuvenation, photoprotection, and treatment for acne and vitiligo^4–9^ because of its long optical penetration depth of tissue. Moreover, the uniquely high NIR irradiation penetration efficiency has enabled its extensive application in therapeutic approaches to treating hypertrophic scars, including those resulting from skin aging due to skin wrinkling and skin laxity^10–18^. Clinical results have shown improvement in skin texture because NIR irradiation activates collagen synthesis and increases the amount of collagen in human dermal fibroblasts (HDF)^19,20^. Changes in collagen have been considered as a leading cause of aging and wrinkle formation because the human dermis is comprised of 90% collagen^21^. Schieke et al.^22^ reported that the skin temperature increased because the epidermal layers absorbed most of mid-IR (1.5–5.6 μm) and far-IR (5.6–10,000 μm), whereas NIR (0.8–1.5 μm) penetrated deeper to the subcutaneous tissues without causing an increase in skin temperature.

However, many studies have reported that NIR irradiation using artificial light sources may be deleterious to human skin because it raises the concentration of matrix metalloproteinase 1 (MMP-1) that damage the skin collagen. Although type I procollagen expression increases with a single NIR irradiation, it should be noted that multiple irradiations can reduce its expression^23^. Kim et al.^24^ reported that repeated NIR irradiation exposure reduced TGF-β protein expression while a single NIR irradiation increased the transforming growth factor (TGF)-β1, -β2, and -β3 expression in the human skin. TGF-β signaling activates the production of collagen and fibronectin, two important biosynthetic products in normal HDF. Therefore, in NIR-exposed human skin, any modifications in TGF-β signaling can change type I procollagen expression. Despite the benefits of NIR irradiation therapy in wounds and its potential application to the treatment of skin fibrosis, it has been reported to have some deleterious effects causing the skin temperature to increase. Research efforts towards developing NIR therapeutics to control the proliferation of human keratinocytes and collagen synthesis in the skin microenvironment have been limited, and the subject has not been fully explored. To address the challenges of the use of NIR-emitting nanoparticle (NP)-based therapeutics and to narrow the gap between current NP-based approaches and their clinical applications, there is a clear need to synthesize effective NIR-emitting NPs and to develop a promising therapeutic modality for a wide range of dermatological and cosmetic applications.

Ag_2_S NPs have been extensively studied currently as attractive NIR-emitting NPs for NIR bioimaging due to their high biocompatibility, deep tissue penetration depth, and unique absorption ability in the UV–NIR regions. These characteristics can be used for multispectral absorption applications in the UV, visible, and NIR spectral ranges because of the light absorption properties of these NPs over a broad wavelength range^25–29^. These unique optical properties, including light absorption ability within a broad wavelength range, NIR emission, and the potential application to NIR therapeutics to control the proliferation of human fibroblasts and collagen synthesis in the skin microenvironment, has motivated our research into replacing Ag_2_S NPs with an artificial NIR instrument to enhance the production of collagen. However, the development of simple methods for the preparation of high-quality and monodispersed Ag_2_S NPs is necessary for routine industrial applications, including the manufacturing of dermatological therapies and cosmetic applications.

Herein, we describe the simple preparation of Ag_2_S NPs and the one-pot synthesis of Li-doped Ag_2_S NPs via ultrasonic irradiation, which resulted in a dramatic enhancement of their absorption and emission capabilities in the NIR region (Fig. 1a). The effect of Li^+^ ion doping on the electronic structure of the Ag_2_S system was also investigated by using first-principles calculations, which indicated that the Li-doped Ag_2_S NPs could enhance the photoluminescence of semiconducting NPs. Finally, the effects of NIR irradiation by NIR-emitting Ag_2_S NPs on collagen production were successfully investigated.

**Figure 1:**
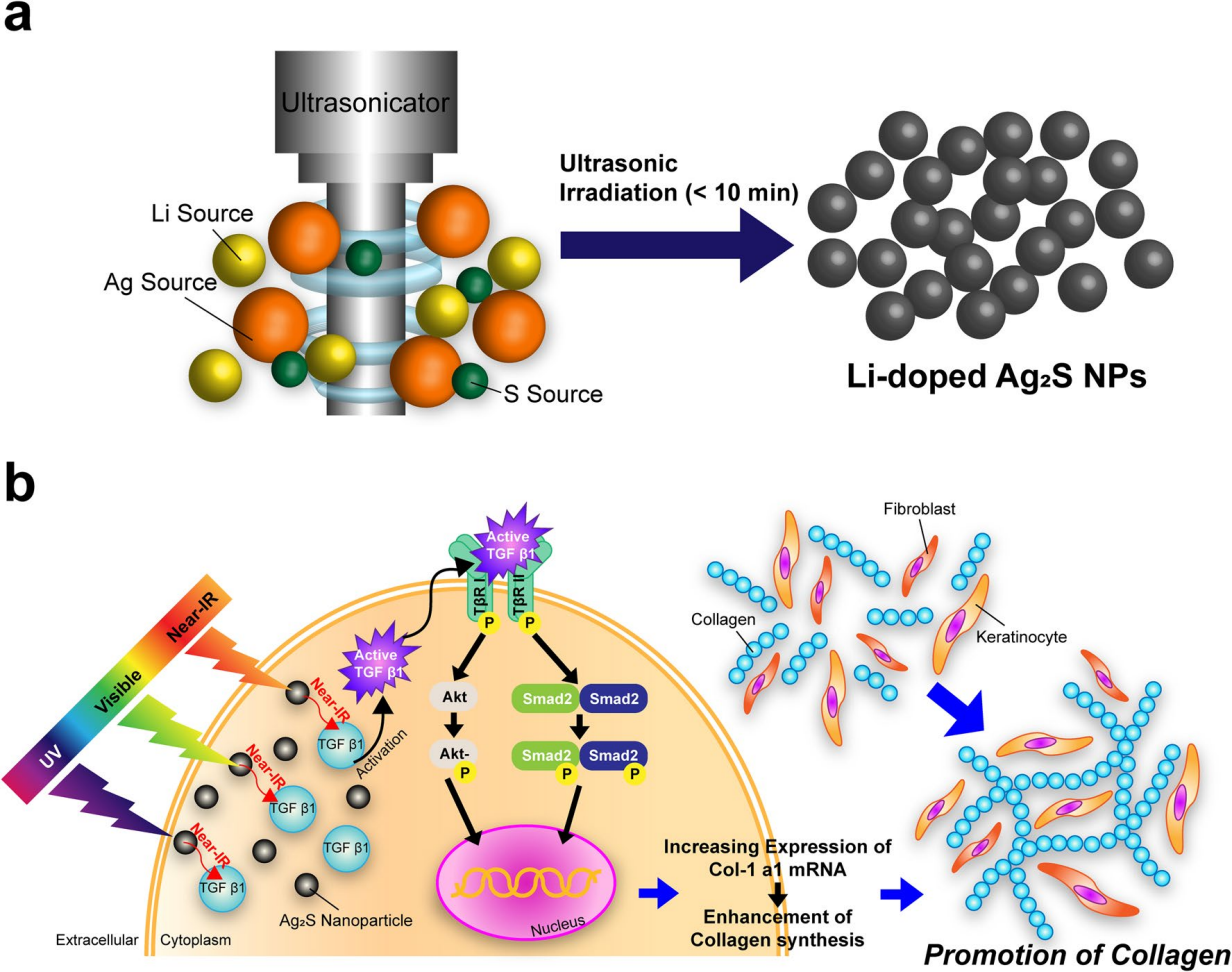
(**a**) Schematic illustration of the synthesis of Ag_2_S and Li-doped Ag_2_S NPs by using ultrasonic irradiation. (**b**) TGF-β/Smad signaling pathway activation by NIR exposure. TGF-β1 activation after irradiation with NIR causes then binding of TGF-β1 to its receptors such as tβR_p_I and tβR_p_II. This binding in turn induces the activation of the transcription factors Smad2 and Smad3, which combine with Smad4 to enter the nucleus and regulate target gene expression (type I procollagen), thereby increasing the induction of the expression of Col-1 a1 mRNA via the TGF-β/Smad signaling pathway.

Some wavelengths of light are absorbed by Ag_2_S NPs and Li-doped Ag_2_S NPs, which then emit NIR light to induce the activation of TGF-β1 and allows it to bind to its receptors, such as tβR_p_I and tβR_p_II. This results in the activation of the transcription factors Smad2, Smad3, and Akt, which regulate target gene expression (type I procollagen), thereby increasing the induction of the expression of COL1A1 mRNA expression via the TGF-β signaling pathway (Fig. 1b). As models in this study, we used a keratinocyte cell line and primary HDF cells.

## Results

### Preparation of NIR-emitting Ag_2_S and Li-doped Ag_2_S NPs

A simple synthesis of 10 nm Ag_2_S NPs was performed by using a sonochemical method in which the decomposition of raw materials was induced by ultrasound under ambient conditions to enhance collagen production using NIR-emitting NPs. Silver nitrate (AgNO_3_) in 1-dodecanethiol was sonicated to generate localized hot spots within the acoustic cavitation of collapsing bubbles during ultrasonic irradiation (reaction time: 10 min, power: 50%, temperature: ~ 160 ℃). Li-doped Ag_2_S NPs were synthesized by adding a suitable amount of Li^+^ to the reaction bottle, a method to fabricate undoped Ag_2_S NPs, which improves NIR emission intensity, enhancing absorption properties in the broad wavelength range to increase its general photoluminescence (PL) performance.

The structure and morphology of Ag_2_S NPs and Li-doped Ag_2_S NPs were analyzed using a transmission electron microscopy (TEM). Ag_2_S NPs TEM images verified its monodispersity and narrow particle size distribution (Fig. 2a); thus, it can be inferred that phase separation by nucleation and growth processes during ultrasonic irradiation at 160 ℃ is effective. Similar results were published in a previous study^26^. The peaks in the XRD patterns that displayed varying amounts Li^+^ doped Ag_2_S NPs corresponded to the monoclinic Ag_2_S phase (JCPDS No. 014-0072) (Supplementary Fig. S1), and its TEM images displayed monodispersed spherical NPs. Li^+^ concentration did not significantly affect particle morphology, size, and fundamental properties such as the FT-IR spectra and the NPs charges after and before Li^+^ doping except for some differences in the hydrodynamic diameter (Fig. 2a, Supplementary Figs. S2, S4, S5, S6). Figure 2b shows Ag_2_S NPs and Li-doped Ag_2_S NPs PL excitation and emission spectra. Within the UV–NIR range, the NPs can be effectively excited in contrast to PbSe and PbS quantum dots. It has been reported that Ag_2_S NPs, at various excitation ranges, emit efficiently, making them promising candidates in research requiring particular absorption properties in various wavelength regions ranging from UV to NIR. The Li-doped Ag_2_S NPs demonstrated a remarkable augmentation of emission intensity of up to two orders in magnitude when compared with undoped Ag_2_S NPs, exhibiting an emission peak at 1,250 nm. It is well known that Li^+^ ions, even at minimal concentrations, play an essential role as co-dopants in increasing the lumious efficiency of phosphors^30^.

**Figure 2:**
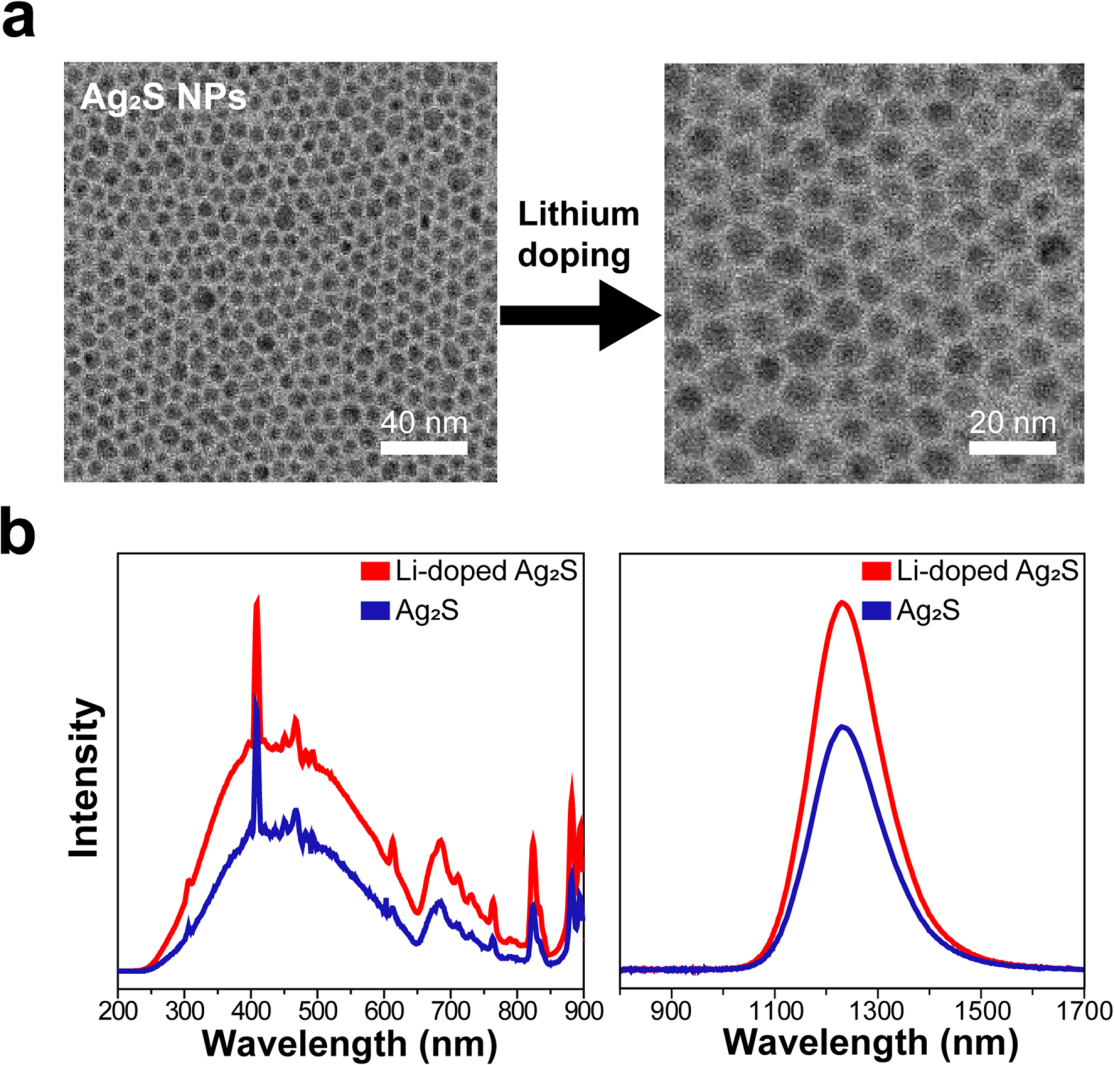
Synthesis of Ag_2_S NPs and Li-doped Ag_2_S NPs. (**a**) Representative TEM images of Ag_2_S NPs (left) and Li-doped Ag_2_S NPs (right) with a 10 nm size. (**b**) PL excitation spectra (left) and emission spectra (right) under excitation from an 850 nm light source.

### Effect of NIR emission by Ag_2_S and Li-doped Ag_2_S NPs on human skin cells

The NIR-emitting properties of Ag_2_S NPs may affect the skin, including wound-healing and anti-wrinkle effects; therefore, we examined their cytotoxicity in HaCaT cells and HDF cells. After 24 h of incubation with NPs, the cell viability was not decreased. Rather, cell proliferation was increased in a dose-dependent manner (Fig. 3a,b). To confirm whether NIR emission was associated with TGF-β signaling and collagen biosynthesis, we exposed HaCaT cells and HDF cells to NIR for 20 min, and the expression of collagen biosynthesis genes was measured by real-time PCR. The expressions of TGF-β1, tissue inhibitor of metalloproteinase 1 (TIMP1), and type 1 collagen (COL1A1) were upregulated by NIR exposure in HaCaT cells and HDF cells when compared with that in cells that were not exposed to light or that had normal light exposure (Supplementary Fig. S3).

**Figure 3:**
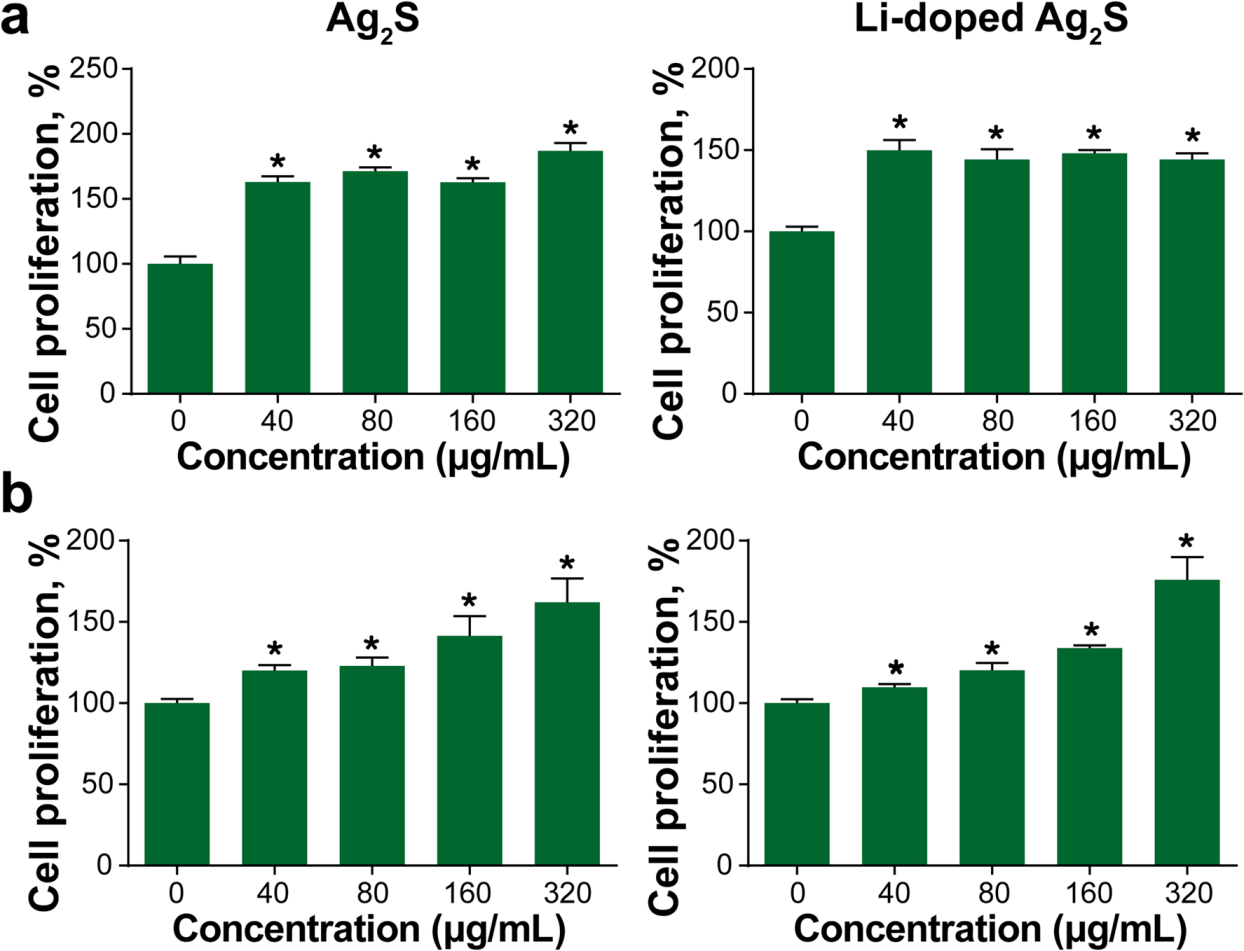
Cell proliferation caused by treatment of Ag_2_S NPs and Li-doped Ag_2_S NPs. (**a**) Cell viability of HaCaT cells after Ag_2_S NP (left) and Li-doped Ag_2_S NP (right) treatment at various concentrations for 24 h. (**b**) Cell viability of HDF cells after Ag_2_S NP (left) and Li-doped Ag_2_S (right) NP treatment at various concentrations for 24 h. The data are expressed as the mean ± SEM. ∗*p* < 0.05 vs 0 (control).

To investigate the role of Ag_2_S NPs and Li-doped Ag_2_S NPs, the expression of genes involved in collagen synthesis was examined in HaCaT cells and HDF cells. HaCaT cells were treated with various concentrations of Ag_2_S NPs and Li-doped Ag_2_S NPs. Only TIMP1 was upregulated when HaCaT cells were treated with Ag_2_S NPs, but in the presence of Li-doped Ag_2_S NPs, there was a dramatic upregulation of the expression of TGF-β1, TIMP1, and COL1A1 (Fig. 4a). In HDF cells, only TGF-β1 was upregulated when cells were treated with Ag_2_S NPs, but both TGF-β1 and COL1A1 were upregulated when cells were treated with Li-doped Ag_2_S NPs (Fig. 4b).

**Figure 4:**
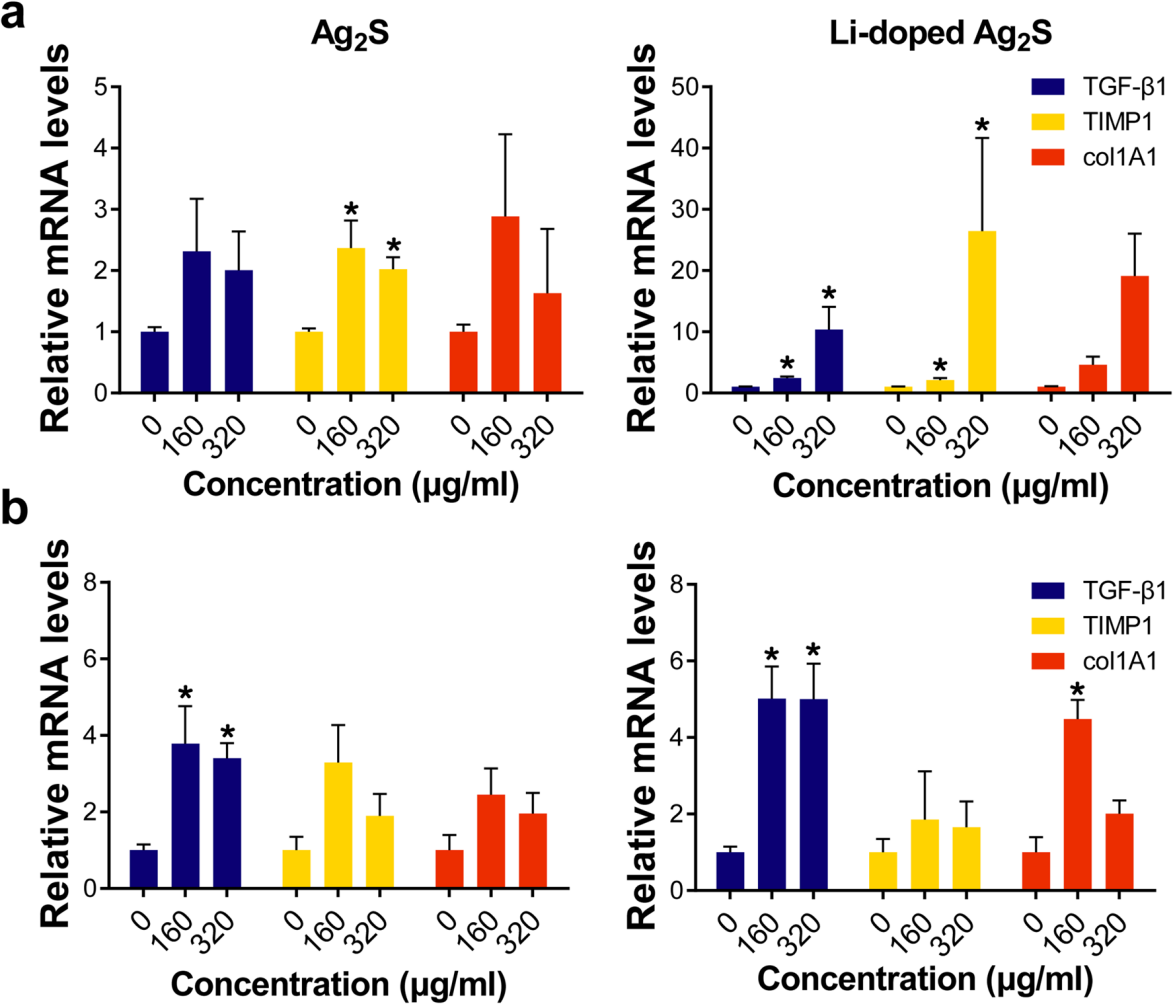
Activation of the TGF-β1 signaling pathway and the upregulation of collagen biosynthesis genes**.** Measurement of collagen biosynthetic genes in HaCaT keratinocytes after (**a**) Ag_2_S (left) and Li-doped Ag_2_S (right) treatment at various concentrations for 24 h. In the same way, (**b**) Ag_2_S (left) and Li-doped Ag_2_S (right) NPs were used to treat HDF cells. The data are expressed as the mean ± SEM. ∗*p* < 0.05 vs 0 (control).

Then, collagen synthesis in HaCaT cells was analyzed by immunoblot analysis to identify the proteins involved in the TGF-β signaling pathway that were upregulated by Ag_2_S NPs or Li-doped Ag_2_S NPs. TGF-β1 binds to the receptors tβRpI and tβRpII, which are located on the surface of the plasma membrane and phosphorylates downstream transcription factors that regulate the expression of target genes such as TGF-β1, TIMP1, and COL1A1. In addition, the Akt signaling pathway, independently of the TGF-β signaling pathway, activates collagen synthesis. When HaCaT cells were treated with Ag_2_S NPs or Li-doped Ag_2_S NPs, the phosphorylation of Smad2 was increased by both types of NPs. In contrast, phosphorylation of Smad3 was slightly increased by Ag_2_S but decreased by Li-doped Ag_2_S (Fig. 5a,c). Additionally, the Akt pathway was determined by immunoblot analysis. Although Akt phosphorylation was not altered by Ag_2_S or Li-doped Ag_2_S NPs, collagen production was increased in the immunoblot analysis (Fig. 5a,c). Fibroblasts are another skin cell type associated with collagen production. Therefore, we examined the effects of NPs on HDF cells. We found that the phosphorylation of Smad2 and Smad3 was decreased by Ag_2_S or Li-doped Ag_2_S NPs. In contrast, the phosphorylation of Akt was increased by Ag_2_S or Li-doped Ag_2_S NPs, and the degree of Akt phosphorylation was higher during Li-doped Ag_2_S NPs treatment (Fig. 5b,d). As a result, collagen synthesis was activated only by Li-doped Ag_2_S NPs. These results suggest that both types of Ag_2_S NPs activate the TGF-β signaling pathway in HaCaT cells and HDF cells and activate collagen synthesis in skin.

**Figure 5:**
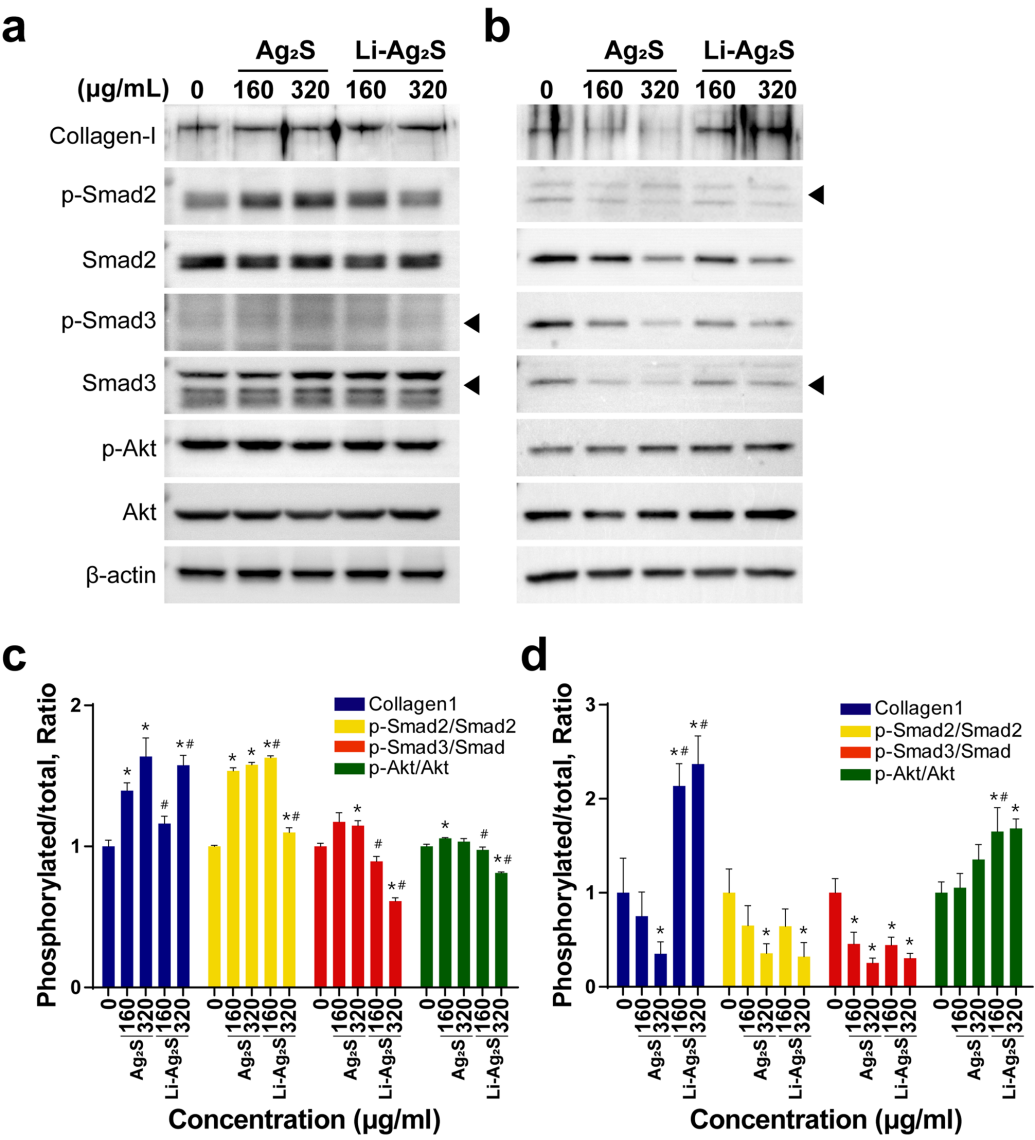
Collagen synthesis resulting from the activation of the TGF-β1 signaling pathway. (**a**) HaCaT cells were treated with either Ag_2_S or Li-doped Ag_2_S NPs at various concentrations for 24 h. (**b**) HDF cells were treated with either Ag_2_S or Li-doped Ag_2_S NPs at various concentrations for 24 h. The levels of intracellular collagen-I, p-Smad2, Smad2, p-Smad3, Smad3, p-Akt and Akt proteins were measured by immunoblot analysis and quantified by Image in (**c**) HaCaT cells and (**d**) HDF cells*.* β-Actin was used as the control. The data are expressed as the mean ± SEM. *p < 0.05 vs. 0 μg/ml control. ^#^p < 0.05 vs. the same treatment with Ag_2_S NPs.

### Functional validation of RNA-seq results

To identify various genes that may be involved in the development of dermal fibrosis mediated by NPs in human skin, we performed high-throughput RNA sequencing (RNA-seq) using in vitro HaCaT cells treated with Ag_2_S or Li-doped Ag_2_S NPs at two concentrations (160 and 320 μg/mL) for 24 h. 

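HaCaT is a line of human skin keratinocytes that divides without limit. Its RNA was sequenced in 5 groups of 3 libraries each, namely untreated cells (the control) and cells given Ag_2_S NPs or Li-doped Ag_2_S NPs at 160 or 320 μg/mL for 24 h. The 15 libraries carry 15 separate replicate numbers, and neither the labels nor the methods say that they came from separate cultures, so the p-values given with these data measure the spread between these libraries. The reads were paired and 150 bases long. The authors made the values with TopHat, Cufflinks 2.1.1 and Cuffdiff, with corrections for reads that match several genes and for fragment bias, and deposited FPKM (fragments per length of transcript, scaled to the fragments of the library) for each gene and library, rounded to 2 decimals, together with their own group comparisons. The same library held the same FPKM in each of the 5 deposited gene tables that contain it. The paper does not name the genome build. All 18180 gene identifiers of the tables occur in GENCODE release 29 on GRCh38, from which the coordinates given here were taken.

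Summed over genes, FPKM per library ran from 590451 to 601823 with a median of 595259 in control, from 589969 to 648712 with a median of 607082 with Ag_2_S NPs at 160 μg/mL, from 582451 to 623766 with a median of 613314 with Ag_2_S NPs at 320 μg/mL, from 610582 to 645038 with a median of 638349 with Li-doped Ag_2_S NPs at 160 μg/mL and from 626624 to 698579 with a median of 631117 with Li-doped Ag_2_S NPs at 320 μg/mL. The number of reads behind these values is not given in the tables and was not worked out from the FPKM values, so the depth is unknown. Replicate 15 of Li-doped Ag_2_S NPs at 320 μg/mL stood apart from replicates 13 and 14. Its sum was 698579 against 631117 and 626624. Its median distance from control on the log2 scale was 0.553 against 0.403 and 0.37. Across 11952 genes, which are not independent replicates, Pearson's r of log2(FPKM + 0.1) between libraries of one group lay between 0.977 and 0.987. Fold changes were computed on that scale, which understates the change of genes with a low FPKM, with the moderated test of limma, 1 fit per dose over 9 libraries, for the 11903 genes at 320 μg/mL and the 11987 genes at 160 μg/mL with a mean FPKM of at least 1. The 2 doses of a particle were compared in 1 fit over all 15 libraries. The adjusted p is that of Benjamini and Hochberg, and genes past an adjusted p of 0.05 are called changed. The median log2 fold change of all genes tested against control was -0.185 with Ag_2_S NPs and -0.256 with Li-doped Ag_2_S NPs at 320 μg/mL, and -0.137 and -0.194 at 160 μg/mL. Dividing each library by its median ratio to the mean of the libraries brought these 4 medians to between -0.013 and -0.007, and the splits of all changed genes are given both ways.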

Gene expression profiling identified several novel transcripts in human keratinocyte cells that were significantly up- and down-regulated including the selected targer genes (TGF-β1, TIMP1 and COL1A1), and others (Fig. 6a; Supplementary Tables S1, S2). 

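TGFB1, TIMP1 and COL1A1 all rose in HaCaT cells given either particle at 320 μg/mL. TGFB1 encodes the cytokine TGF-β1 and lies on chromosome 19 of GRCh38 from 41301587 to 41353911. Its FPKM was 24.2 ± 1.39 (SD, n = 3 libraries) in control, 51.3 ± 2.3 with Ag_2_S NPs and 64.3 ± 5.86 with Li-doped Ag_2_S NPs. These are log2 fold changes of 1.08 (SE 0.08, adjusted p = 1.24e-06 from limma) and 1.40 (SE 0.08, adjusted p = 1.43e-07 from limma). TIMP1 encodes an inhibitor of matrix metalloproteinases and lies on chromosome X of GRCh38 from 47582313 to 47586789. It went from an FPKM of 66.7 ± 5.3 in control to 121 ± 9.35 and 170.3 ± 20.6, with log2 fold changes of 0.86 (SE 0.10, adjusted p = 2.41e-05 from limma) and 1.35 (SE 0.10, adjusted p = 6.52e-07 from limma). COL1A1 encodes the α1 chain of type I collagen and lies on chromosome 17 of GRCh38 from 50183289 to 50201632. Its FPKM was 6.42 ± 0.77 in control, 40.5 ± 2.02 with Ag_2_S NPs and 36 ± 3.76 with Li-doped Ag_2_S NPs, with log2 fold changes of 2.65 (SE 0.11, adjusted p = 1.03e-08 from limma) and 2.47 (SE 0.11, adjusted p = 1.43e-08 from limma).

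The 10 largest rises with Ag_2_S NPs at 320 μg/mL included those of TGM2 and the matrix gene TNC, and log2 fold changes of 4.55 for the adhesion molecule gene L1CAM, 4.02 for the protease inhibitor gene SERPINE2, 4.01 for FAM171A2, 3.98 for OLFM2, 3.91 for TPRG1, 3.77 for the retinol dehydrogenase gene RDH16 and 3.63 for EGFL7. OLFM4, a secreted glycoprotein, fell furthest on log2(FPKM + 0.1), from an FPKM of 19.9 ± 1.73 (SD, n = 3) in control to 0.08 ± 0.01 in treated cells. PIGY, which overlaps PYURF, was listed at an FPKM of 0 in all 3 treated libraries. The size of its fall, and so its rank below OLFM4, depends on the added constant. Below these came the secretoglobin gene SCGB1A1 (-5.10), the proton pump subunit gene ATP6V1B1 (-4.98), the calcium binding protein gene CALB1 (-4.33) and the retinoic acid receptor gene RARB (-4.26). They were followed by ID4, the fibroblast marker gene LUM (-3.89), the interferon-stimulated gene IFI44L (-3.83) and the transcription factor gene FOXA1 (-3.64).

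With Li-doped Ag_2_S NPs at 320 μg/mL the keratin genes KRT16 and KRT17, which mark wounded skin, were among the 10 largest rises. KRT16 went from an FPKM of 16.8 ± 1.46 (SD, n = 3) in control to 470.0 ± 72.8, a log2 fold change of 4.79, and KRT17 from 587 ± 24.7 to 8567 ± 1733, a log2 fold change of 3.85, though near-identical copies of both genes can share their reads. The cornified envelope gene LCE3E rose by 4.05 on the log2 scale. Its control FPKM was 0.47 ± 0.62, and the log2 ratio of its mean FPKM, 3.63, ran from 3.05 without control replicate 3 to 5.65 without control replicate 1. L1CAM rose by 4.76, OLFM2 by 4.57, EGFL7 by 3.87 and SERPINE2 by 3.77. Among the 10 largest falls were again OLFM4 (FPKM 0.05 ± 0.03), FOXA1 (-5.70), SCGB1A1 (-5.16), IFI44L (-4.98), RARB (-4.74) and ATP6V1B1 (-3.91). The ubiquitin-like gene UBD (-5.55), the retinol receptor gene STRA6 (-5.10), the elastase gene MMP12 (-4.56) and the epithelial transcription factor gene ELF3 (-4.44) joined them. Each gene named here passed an adjusted p of 0.05 in limma. Of the 11903 genes tested, 1923 rose and 4309 fell with Ag_2_S NPs, 556 and 766 of them more than 2-fold, and 2018 rose and 5313 fell with Li-doped Ag_2_S NPs, 555 and 1065 of them more than 2-fold. The 1322 and 1620 changed more than 2-fold became 779 and 969 among genes with a mean FPKM of at least 5. After the scaling by median ratio, 2823 rose and 2619 fell with Ag_2_S NPs, 761 and 511 of them more than 2-fold, and 3322 rose and 3143 fell with Li-doped Ag_2_S NPs, 823 and 574 of them more than 2-fold. All 3 treated libraries lay on the same side of all 3 control libraries for 65.5% and 67.1% of the genes tested, against 10% by chance.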

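Targets of TGF-β rose and genes of cell division, of the interferon response and of cholesterol synthesis fell in HaCaT cells given either particle at 320 μg/mL. The lists of genes were fixed before the data were examined, and the count in parentheses after each count is the one adjusted over the list alone. Where scaling by median ratio changed which of the risen and the fallen were more, the counts over all genes after it follow as scaled. Of 33 TGF-β targets, 31 (31) rose and 0 (0) fell with Ag_2_S NPs and 27 (27) rose and 2 (2) fell with Li-doped Ag_2_S NPs (camera adjusted p = 1.57e-24 and 5.2e-16). TGFBI was among the 4 TGF-β targets with the smallest p-values with either particle. Of 14 genes of the epithelial-mesenchymal transition, 12 (12) rose and 1 (1) fell with Ag_2_S NPs and 10 (10) rose and 1 (1) fell with Li-doped Ag_2_S NPs (camera adjusted p = 2.16e-10 and 3.06e-09). MMP9, a gelatinase of that list, rose by 3.19 and 3.14 on the log2 scale. The inhibitors of DNA binding ID1 to ID4, which BMP signals induce, all fell. ID1 went from an FPKM of 368 ± 40.2 (SD, n = 3) in control to 62.5 ± 5.74 with Ag_2_S NPs and 47.9 ± 8.24 with Li-doped Ag_2_S NPs. ID2 fell (-3.53 and -2.72 on the log2 scale), ID3 fell (-2.12 and -1.95), and ID4 fell (-4.06 and -3.90). Of 10 BMP targets, these 4 included, 3 (3) rose and 5 (5) fell with Ag_2_S NPs and 2 (2) rose and 6 (6) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.293 and 0.385). Of 16 ligands, receptors and SMADs of the TGF-β pathway, 5 (5) rose and 3 (2) fell with Ag_2_S NPs and 4 (4) rose and 8 (10) fell (scaled 4 and 3) with Li-doped Ag_2_S NPs (camera adjusted p = 0.148 and 0.998). The median of that list with Ag_2_S NPs was -0.01 as deposited and 0.17 after scaling by median ratio. In that list the inhibitory SMAD gene SMAD6 fell (-1.44 and -1.32), and another inhibitory SMAD gene, SMAD7, rose by 0.85 with Ag_2_S NPs.

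All 34 genes of mitosis fell with both particles, over all genes and when adjusted over the list alone (camera adjusted p = 3.87e-15 and 2.48e-15, adjusted p = 0.0527 with an estimated correlation for Ag_2_S NPs). PLK1, a mitotic kinase, went from an FPKM of 61.1 ± 2.1 in control to 22 ± 0.31 with Ag_2_S NPs, and KIF20A, a mitotic kinesin, from 41.6 ± 1.03 to 6.54 ± 1.07 with Li-doped Ag_2_S NPs. Of 34 genes of DNA replication, 0 (0) rose and 32 (33) fell with Ag_2_S NPs and 1 (1) rose and 33 (33) fell with Li-doped Ag_2_S NPs (camera adjusted p = 5.39e-09 and 2.01e-06). PCNA, the clamp of the replicating polymerase, fell (-1.12 and -1.03 on the log2 scale). The histone genes of S phase, whose near-identical copies can share reads, moved the same way, with 28 (30) and 27 (29) of 31 fallen and 0 (0) risen (camera adjusted p = 1.37e-09 and 1.21e-06). Of 46 interferon-stimulated genes, 2 (2) rose and 39 (40) fell with Ag_2_S NPs and 2 (2) rose and 40 (40) fell with Li-doped Ag_2_S NPs (camera adjusted p = 2.16e-10 and 1.03e-09). The antiviral factor gene TRIM22 fell (-1.90 and -2.50), and IFI6 went from an FPKM of 298 ± 24.8 in control to 74.3 ± 3.18 and 62.9 ± 10.2. Of 25 genes of cholesterol synthesis and uptake, 0 (2) rose and 23 (23) fell with Ag_2_S NPs and 2 (2) rose and 22 (22) fell with Li-doped Ag_2_S NPs (camera adjusted p = 2.16e-10 and 9.69e-05). INSIG1, which holds back sterol synthesis, fell from an FPKM of 155 ± 1 to 52.2 ± 0.89 and 79.6 ± 3.47. Of 16 genes of fatty acid synthesis, 1 (2) rose and 10 (10) fell with Ag_2_S NPs and 1 (1) rose and 10 (10) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.0195 and 0.167, adjusted p = 0.0882 with an estimated correlation for Ag_2_S NPs). The fatty acid synthase gene FASN fell (-2.64 and -1.91).

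More genes of the unfolded protein response, a stress response of the endoplasmic reticulum, rose than fell with both particles, and so did more targets of ATF4, a factor that answers amino acid shortage, with Li-doped Ag_2_S NPs. Of 20 genes of the unfolded protein response, 13 (13) rose and 1 (2) fell with Ag_2_S NPs and 9 (9) rose and 3 (3) fell with Li-doped Ag_2_S NPs (camera adjusted p = 1.99e-08 and 0.00113, adjusted p = 0.0859 and 0.268 with an estimated correlation). CALR rose by 1.12 and 0.53, and XBP1, a transcription factor of that response, by 1.49 and 1.25. Of 28 ATF4 targets, 8 (8) rose and 11 (11) fell (scaled 11 and 7) with Ag_2_S NPs and 17 (18) rose and 5 (6) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.508 and 2.87e-06, adjusted p = 0.0776 with an estimated correlation for Li-doped Ag_2_S NPs). The asparagine synthetase gene ASNS rose by 1.22 and 2.40, while ATF5 fell (-1.56 and -1.07). Of 27 targets of the oxidative stress factor NRF2, 8 (8) rose and 7 (7) fell with Ag_2_S NPs and 13 (15) rose and 6 (6) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.0641 and 8.62e-06). NQO1, a quinone reductase of that list, rose by 0.81 and 1.31. Of 6 targets of the aryl hydrocarbon receptor, 5 (5) rose and 1 (1) fell with Ag_2_S NPs and 4 (4) rose and 0 (0) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.000832 and 0.000178). Of 26 genes of glycolysis and the hypoxia response, 14 (14) rose and 5 (5) fell with Ag_2_S NPs and 15 (15) rose and 4 (4) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.000213 and 6.15e-05, adjusted p = 0.0678 with an estimated correlation for Ag_2_S NPs). NDRG1 rose by 1.30 and 1.41, and the glucose transporter gene SLC2A1 by 0.99 and 1.17. Of 12 genes of basal keratinocytes, 9 (10) rose and 2 (2) fell with Ag_2_S NPs and 8 (8) rose and 2 (2) fell with Li-doped Ag_2_S NPs (camera adjusted p = 9.06e-05 and 6.95e-05). KRT14, whose reads could be shared with KRT16 and KRT17, rose by 1.23 and 2.16. Of 18 genes of activated keratinocytes, 9 (9) rose and 6 (6) fell with Ag_2_S NPs and 9 (9) rose and 5 (5) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.00613 and 0.00173, adjusted p = 0.166 and 0.142 with an estimated correlation). Amphiregulin (AREG), a growth factor of wounded skin, rose by 2.67 and 3.05.

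**Figure D1:**
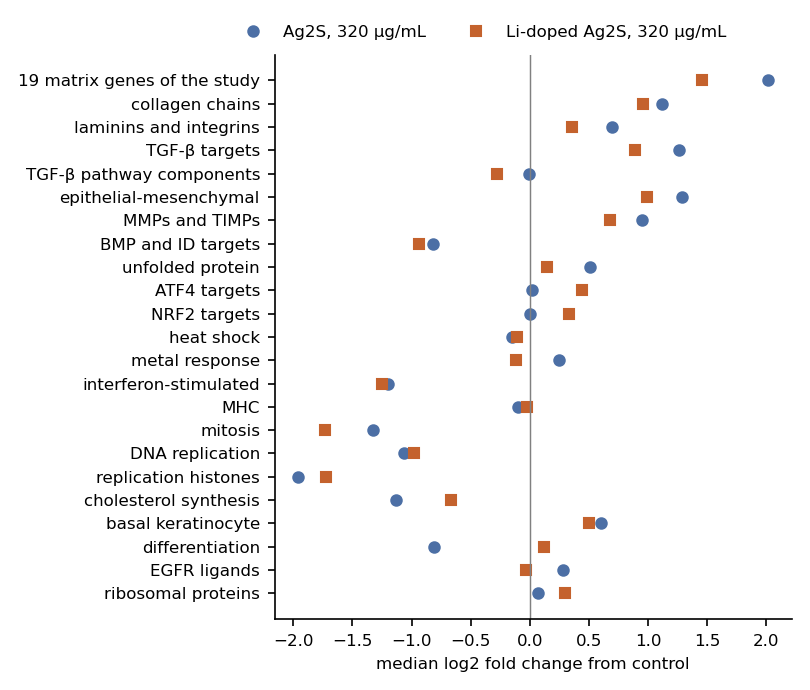
Median log2 fold change from control of each gene list in HaCaT cells given Ag_2_S NPs (circles) or Li-doped Ag_2_S NPs (squares) at 320 μg/mL, 3 libraries per group, values as deposited, so that medians between -0.24 and 0 with Li-doped Ag_2_S NPs and between -0.15 and 0 with Ag_2_S NPs turn above 0 after scaling by median ratio. The TGF-β targets lie at 1.26 and 0.89 and the mitosis genes at -1.33 and -1.73, which after scaling by median ratio become 1.44 and 1.14, and -1.16 and -1.48.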

In a previous study, Gliga et al.^31^ used RNA-seq to measure the effect of Ag-based NPs in human bronchial epithelial cells, and reported that Ag-based NPs are pro-fibrotic and induce epithelial-mesenchymal transition and cell tranformation. We also found a group of 19 genes that make up the extracellular matrix component through gene expression profiling, all of which showed increased expression (Fig. 6b; Supplementary Table S3). However, unlike the real-time PCR results, no dramatic increase depending on NPs concentration was found (data not shown). This is thought to be a discrepancy arising from the sensitivity of the method for measuring gene expression. 

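The 19 extracellular matrix genes of Supplementary Table S3 include collagens, laminins, fibronectin and tenascin, and 18 of them had a mean FPKM of at least 1. All 18 rose with either particle at 320 μg/mL, over all genes tested and when adjusted over the list alone (camera adjusted p = 4.82e-21 and 1.61e-19). The study chose these genes on the same samples, so the counts are not independent evidence. COL8A2, the other gene, had an FPKM of 0.09 ± 0.05 (SD, n = 3) in control, 0.77 ± 0.21 with Ag_2_S NPs and 0.86 ± 0.12 with Li-doped Ag_2_S NPs and lay below the filter. Without a filter it rose as well, by 2.20 (SE 0.30, adjusted p = 0.000405 from limma) and 2.36 (SE 0.30, adjusted p = 0.000231) on the log2 scale. The tenth gene is printed as TGFB1 with the description of TGFBI in the table and as TGFBI in Fig. 6b, and it is counted here as TGFBI, a matrix protein gene induced by TGF-β.

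TNC (tenascin C) had an FPKM of 1.73 ± 0.69 in control, 68.5 ± 3.87 and 33.2 ± 2.56, log2 fold changes of 5.29 (SE 0.20) and 4.24 (SE 0.20). TGFBI on chromosome 5 of GRCh38 from 136028895 to 136063818 went from an FPKM of 564 ± 3.64 to 2569.8 ± 61.6 and 1647 ± 5.97, log2 fold changes of 2.19 (SE 0.06) and 1.55 (SE 0.06). FN1 (fibronectin) went from 33.1 ± 1.17 to 165 ± 12.3 and 159.8 ± 22.8, log2 fold changes of 2.31 (SE 0.10) and 2.26 (SE 0.10). The log2 fold changes of COL5A1, a chain of type V collagen, were 2.51 (SE 0.08) and 2.42 (SE 0.08), and those of COL4A1, a chain of basement membrane collagen, were 1.86 (SE 0.09) and 1.15 (SE 0.09). LAMA3 changed by 2.28 (SE 0.09) and 2.01 (SE 0.09), and LOXL1, which links elastin and collagen, by 2.70 (SE 0.15) and 2.51 (SE 0.15). The rises of COL4A2 and LAMB3 were smaller, at 1.18 and 0.95 with Ag_2_S NPs and 0.76 and 0.99 with Li-doped Ag_2_S NPs. All genes named in these sentences had an adjusted p under 0.05 from limma.

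Of 17 collagen chain genes, 14 (14) rose and 1 (1) fell with Ag_2_S NPs and 14 (14) rose and 1 (1) fell with Li-doped Ag_2_S NPs (camera adjusted p = 1.34e-10 and 7.75e-10). COL5A3, outside the 19, rose by 2.45 and 3.00. Of 21 genes that modify and cross-link collagen, 11 (11) rose and 2 (2) fell with Ag_2_S NPs and 11 (11) rose and 3 (3) fell with Li-doped Ag_2_S NPs (camera adjusted p = 2.69e-05 and 0.000135). P4HA2, a prolyl hydroxylase of collagen, rose by 1.17 and 0.78, and P4HA1, another one, fell by 0.94 with Li-doped Ag_2_S NPs. Of 14 laminin and integrin genes, 12 (12) rose and 2 (2) fell with Ag_2_S NPs and 8 (8) rose and 2 (2) fell with Li-doped Ag_2_S NPs (camera adjusted p = 5.26e-07 and 6.59e-06, adjusted p = 0.134 and 0.177 with an estimated correlation). Of 17 genes of matrix metalloproteinases and their inhibitors, 11 (11) rose and 2 (2) fell with Ag_2_S NPs and 10 (11) rose and 4 (4) fell with Li-doped Ag_2_S NPs (camera adjusted p = 1.99e-08 and 1.19e-05). MMP10 and MMP1, which cut matrix proteins and collagen, rose by 3.57 and 2.15 with Ag_2_S NPs and by 3.06 and 2.09 with Li-doped Ag_2_S NPs. The inhibitor gene TIMP2 rose by 2.59 and 2.43, and TIMP3 rose by 1.63 with Ag_2_S NPs. Of 15 genes of hyaluronan and proteoglycans, 5 (7) rose and 5 (6) fell (scaled 7 and 4) with Ag_2_S NPs and 4 (4) rose and 4 (4) fell (scaled 8 and 4) with Li-doped Ag_2_S NPs (camera adjusted p = 0.365 and 0.437). The hyaluronan synthase gene HAS2 fell (-2.11 and -3.59). The paper states that all 19 genes showed increased expression and, in its closing paragraphs, expects these results to contribute to the study of skin fibrosis.

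**Figure D2:**
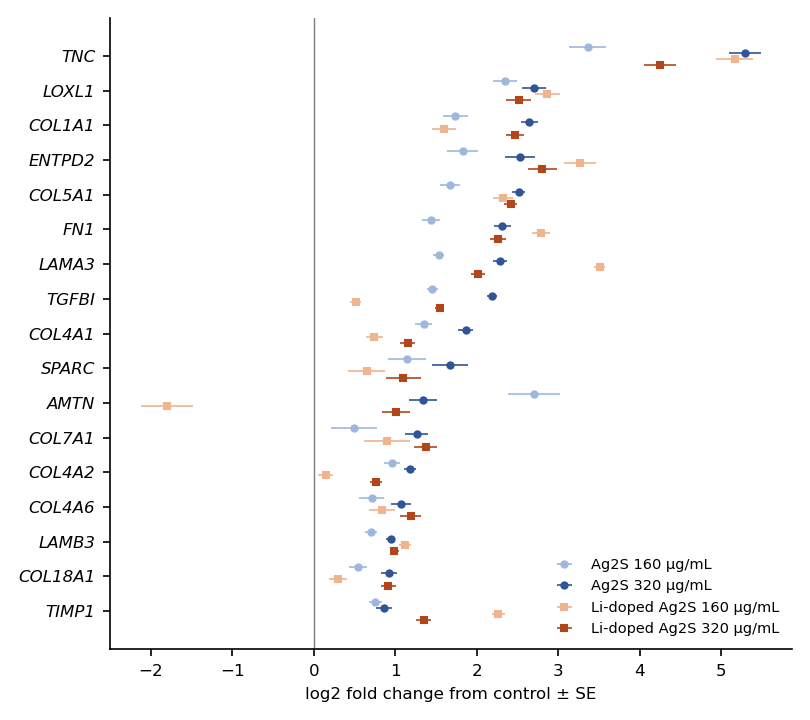
Log2 fold change from control of 17 of the 18 tested genes in HaCaT cells given Ag_2_S NPs (circles) or Li-doped Ag_2_S NPs (squares) at 160 (pale) or 320 μg/mL (dark), with the standard error from limma (3 libraries per group). At 320 μg/mL all points lie above 0, from 0.76 for COL4A2 with Li-doped Ag_2_S NPs to 5.29 for TNC with Ag_2_S NPs, and at 160 μg/mL AMTN with Li-doped Ag_2_S NPs lies below 0.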

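Most matrix genes of Table S3 rose from 160 to 320 μg/mL with Ag_2_S NPs, while with Li-doped Ag_2_S NPs some rose and some fell between the same doses. Of the 18 tested genes of Table S3, 11 (16) rose and 1 (1) fell at 320 against 160 μg/mL of Ag_2_S NPs, and 6 (7) rose and 6 (7) fell (scaled 7 and 5) with Li-doped Ag_2_S NPs, with the counts adjusted over the list alone in parentheses and those after scaling by median ratio as scaled (camera adjusted p = 3.78e-14 and 0.722). These genes were chosen by the study as more than 2-fold higher, and Fig. 6b shows them at 320 μg/mL, so counts and p-values at 320 against 160 μg/mL lean towards rises and are not independent evidence. With weights for each library 13 rose and 1 fell with Ag_2_S NPs and 10 rose and 6 fell with Li-doped Ag_2_S NPs. COL1A1 had an FPKM of 21.8 ± 3.95 (SD, n = 3) with Ag_2_S NPs and 19.6 ± 2.05 with Li-doped Ag_2_S NPs at 160 μg/mL, and its log2 change to 320 μg/mL was 0.91 (SE 0.13, adjusted p = 0.000447 from limma) and 0.87 (SE 0.13, adjusted p = 9.14e-05 from limma). TGFB1 had an FPKM of 47.5 ± 3.79 and 75.6 ± 10.9 at 160 μg/mL, with changes to 320 μg/mL of 0.11 (SE 0.10, adjusted p = 0.532 from limma) and -0.23 (SE 0.10, adjusted p = 0.0856 from limma), neither past the test. The change with Li-doped Ag_2_S NPs was -0.13 without replicate 12. It was -0.34 without replicate 11, where it passed (adjusted p = 0.013 from limma). TIMP1 had an FPKM of 112 ± 8.9 and 320.1 ± 12.8 at 160 μg/mL. Its change to 320 μg/mL was 0.11 (SE 0.09, adjusted p = 0.491 from limma) with Ag_2_S NPs and -0.92 (SE 0.09, adjusted p = 1.55e-06 from limma) with Li-doped Ag_2_S NPs. LAMA3, a chain of laminin, rose by 0.75 on the log2 scale with the dose of Ag_2_S NPs and fell by 1.49 with that of Li-doped Ag_2_S NPs. TGFBI rose with the dose of either, by 0.73 and 1.03.

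At 160 μg/mL, 17 (17) of the 18 genes rose against control and 0 (0) fell with Ag_2_S NPs, and 16 (16) rose and 1 (1) fell with Li-doped Ag_2_S NPs (camera adjusted p = 1.18e-21 and 8.01e-10). AMTN, the enamel and basement membrane gene that fell, had a log2 fold change of -1.80 and rose again by 2.81 from 160 to 320 μg/mL. The log2 fold changes against control at 160 μg/mL were 1.74 and 1.60 for COL1A1, 0.97 and 1.63 for TGFB1, 0.75 and 2.26 for TIMP1 and 1.45 and 0.52 for TGFBI, all past an adjusted p of 0.05 in limma. Of 33 TGF-β targets, 27 (28) rose and 0 (1) fell with Ag_2_S NPs and 26 (26) rose and 3 (3) fell with Li-doped Ag_2_S NPs at 160 μg/mL (camera adjusted p = 6.98e-25 and 2.21e-11).

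Over all genes tested, 579 rose and 918 fell from 160 to 320 μg/mL of Ag_2_S NPs, 103 and 54 of them more than 2-fold. The sum of 1497 became 934, 926 and 960 when replicates 7, 8 and 9 of Ag_2_S NPs at 320 μg/mL were left out in turn and 2998 with weights for each library, and the 157 changed more than 2-fold became 61 with a pseudocount of 1 and 68 among genes with a mean FPKM of at least 5. With Li-doped Ag_2_S NPs 2337 rose and 2784 fell between the doses, 396 and 465 of them more than 2-fold. These 861 became 569 with a pseudocount of 1 and 494 among genes with a mean FPKM of at least 5. After the scaling by median ratio 776 rose and 644 fell with the dose of Ag_2_S NPs, 115 and 44 of them more than 2-fold, and 2626 rose and 2460 fell with that of Li-doped Ag_2_S NPs, 455 and 404 of them more than 2-fold. Against control at 160 μg/mL, 1373 rose and 2847 fell with Ag_2_S NPs and 2715 rose and 4869 fell with Li-doped Ag_2_S NPs, which after scaling became 1918 and 1690, and 3664 and 3605. With weights for each library the 4220 changed with Ag_2_S NPs became 6417. All 3 libraries of one dose lay on the same side of all 3 of the other for 31.9% of genes with Ag_2_S NPs and 49.5% with Li-doped Ag_2_S NPs, against 10% by chance. Between the doses of Ag_2_S NPs, 17 (19) of 33 TGF-β targets rose and 0 (0) fell, and 31 (34) of 34 mitosis genes fell and 0 (0) rose (camera adjusted p = 3.78e-14 and 2.57e-28). Between the doses of Li-doped Ag_2_S NPs, 8 (9) rose and 15 (16) fell among the TGF-β targets (camera adjusted p = 0.671), and 17 (17) of 34 mitosis genes rose and 0 (0) fell (camera adjusted p = 8.06e-05, adjusted p = 0.173 with an estimated correlation). The change of the mitosis genes with dose differed between the particles, with 31 of 34 higher and 0 lower for Li-doped Ag_2_S NPs and a median difference of 0.97 on the log2 scale (camera adjusted p = 1.31e-14, adjusted p = 0.0206 with an estimated correlation). From 160 to 320 μg/mL of Li-doped Ag_2_S NPs, 2 (3) rose and 26 (26) fell of 29 ATF4 targets, and 40 (40) rose and 0 (0) fell of 46 interferon-stimulated genes (camera adjusted p = 1e-15 and 2.73e-21). The ATF4 targets TRIB3 and DDIT3 fell by 2.27 and fell by 2.40, and the interferon-stimulated genes OASL and IFIT3 rose by 4.35 and 3.01.

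**Figure D3:**
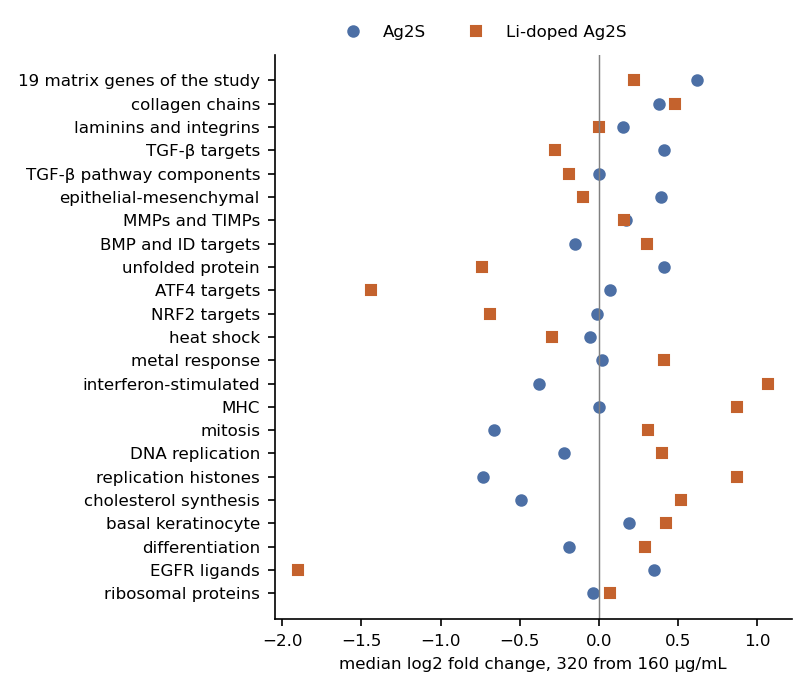
Median log2 fold change of each gene list between 320 and 160 μg/mL in HaCaT cells given Ag_2_S NPs (circles) or Li-doped Ag_2_S NPs (squares), 3 libraries per group, values as deposited. The ATF4 targets lie at 0.07 and -1.44 and the interferon-stimulated genes at -0.38 and 1.07.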

Among the differentially-regulated genes, Transglutaminase 2 (TGM2) was the most highly up-regulated (log_2_ ratio = 6.93 and 6.33, in Ag_2_S and Li-doped Ag_2_S treated HaCaT cells). 

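TGM2 encodes transglutaminase 2, an enzyme that cross-links proteins of the matrix, and lies on chromosome 20 of GRCh38 from 38127387 to 38166578. Its FPKM was 0.84 ± 0.27 (SD, n = 3) in control, 90.7 ± 6.2 with Ag_2_S NPs and 55 ± 6.01 with Li-doped Ag_2_S NPs at 320 μg/mL. The log2 fold change was 6.63 (SE 0.17, adjusted p = 3.7e-10 from limma) and 5.90 (SE 0.17, adjusted p = 8.66e-10 from limma), on log2(FPKM + 0.1). The log2 ratio of the mean FPKM of the groups, which has no added constant, was 6.75 and 6.03. At 160 μg/mL its FPKM was 42.8 ± 2.9 with Ag_2_S NPs and 16.2 ± 1.97 with Li-doped Ag_2_S NPs, log2 fold changes of 5.54 and 4.14. TGM2 rose from 160 to 320 μg/mL of either particle, by 1.08 and 1.76 on the log2 scale. Among the genes past an adjusted p of 0.05 in limma with a mean FPKM of at least 5 in the higher group and no overlap between the groups, TGM2 rose most with either particle at 320 μg/mL and with Ag_2_S NPs at 160 μg/mL. With Li-doped Ag_2_S NPs at 160 μg/mL 44 genes past an adjusted p of 0.05 in limma rose more than TGM2, among them L1CAM by 6.44. The control libraries held TGM2 at an FPKM near the filter of 1, where the added constant of 0.1 understates the change.

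**Figure D4:**
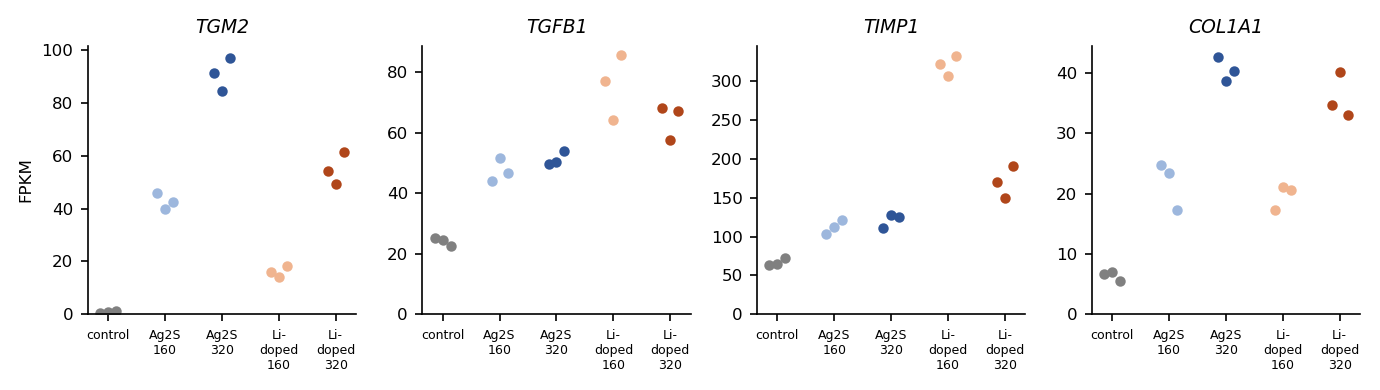
FPKM of TGM2, TGFB1, TIMP1 and COL1A1 in each library of HaCaT cells (points) by treatment and dose in μg/mL. For TGM2 the control mean is 0.84 and the means at 320 μg/mL are 90.7 and 55.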

TGM2 knockout mice developed significantly reduced pulmonary fibrosis compared with wild-type mice, and overexpression of TGM2 led to increased fibronectin deposition in vitro^32^. The various genes that have been altered by NPs will provide important targets for mechanisms and diseases associated with fibrosis of the skin through future studies. The top 100 most significantly differentially expressed genes regulated by NPs is shown in Supplementary data (Tables S1, S2).

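Doping with Li changed fewer genes at 320 μg/mL than either particle did against control. At 160 μg/mL it changed 6042 against 4220 with Ag_2_S NPs and 7584 with Li-doped Ag_2_S NPs. With weights for each library these counts at 160 μg/mL were 7043, 6417 and 8259. The sets moved by Li-doped and undoped Ag_2_S NPs at 320 μg/mL overlapped. KRT1, a keratin of differentiating skin, was higher with Li-doped than with undoped Ag_2_S NPs, at an FPKM of 205 ± 5.66 against 45.5 ± 1.08 (SD, n = 3) and a log2 difference of 2.17 (SE 0.05, adjusted p = 2.15e-09 from limma). CHAC1, which breaks down glutathione, was higher by 2.51, the serine synthesis gene PSAT1 by 1.54, KRT16 by 1.54, the asparaginase gene ASPG by 3.26, the potassium channel gene KCNK7 by 1.79, PLAC8 by 1.55 and CHURC1-FNTB, a readthrough of 2 genes, by 1.67. Lower with Li-doped Ag_2_S NPs were STRA6 (log2 difference -3.04), the protease gene TMPRSS11E (-2.03), PADI3, which modifies arginine in keratins and filaggrin (-2.01), the reductase gene DHRS2 (-1.92), ELF3 (-1.93), the retinoic acid synthesis gene ALDH1A3 (-1.74), TNFSF10, the death ligand TRAIL (-1.71), and SCEL, sciellin of the cornified envelope (-1.65). TGFB1 and TIMP1 were higher with Li-doped Ag_2_S NPs by 0.32 (SE 0.08, adjusted p = 0.0152 from limma) and 0.49 (SE 0.10, adjusted p = 0.00474 from limma). The call for TGFB1 was lost when any 1 of 3 treated libraries was left out. That for ASPG was lost without the filter on FPKM (adjusted p = 0.0647) and without any 1 of 5 of the 6 libraries compared, and its difference ran from 2.61 without Li-doped replicate 13 to 4.56 without Li-doped replicate 14. COL1A1 did not differ past the test, at -0.18 (SE 0.11, adjusted p = 0.246 from limma), and TGM2 and TGFBI were lower, with log2 differences of -0.72 and -0.64.

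Of the 11903 genes tested, 1203 were higher and 1921 lower with Li-doped than with undoped Ag_2_S NPs, 62 and 113 of them more than 2-fold, and after the scaling by median ratio 1462 were higher and 1428 lower, 78 and 81 of them more than 2-fold. The sum of 3124 became 1720 and 1945 without Ag_2_S replicates 7 and 8 and 4777 with weights for each library, and the 175 changed more than 2-fold became 84 with a pseudocount of 1 and 84 among genes with a mean FPKM of at least 5. All 3 libraries of one group lay on the same side of all 3 of the other for 41.3% of the genes, against 10% by chance. Of the 18 tested genes of Table S3, 1 (1) rose and 6 (7) fell with Li-doped against undoped Ag_2_S NPs (camera adjusted p = 0.134). The TGF-β targets were lower, with 18 (19) of 33 past the test and 0 (0) higher, and so were 21 (26) of 34 mitosis genes and 12 (13) of 20 genes of the unfolded protein response, with 0 (0) higher in each list. The ATF4 targets were higher, with 18 (20) of 28 past the test and 0 (1) lower. These 4 lists had camera adjusted p-values of 2.91e-06, 5.65e-07, 3.5e-05 and 2.03e-13 in this order, and adjusted p = 0.155, 0.239, 0.239 and 0.0948 with an estimated correlation. The genes of cholesterol synthesis were higher with Li-doped Ag_2_S NPs, 17 (18) of 25 against 1 (1) lower (camera adjusted p = 1.23e-13), and this was the only list of the 37 tested whose call held with an estimated correlation.

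Against control, 1398 genes rose with both particles at 320 μg/mL and 3501 fell with both, where the products of the shares give 326 and 1923.4, and 72 went opposite ways, where they give 1588.9. Across the 11903 genes, which are not independent replicates, the log2 fold changes of the particles had a Pearson's r of 0.861. Both are measured against the same 3 control libraries, and 200 simulations with no change in any gene gave a mean r of 0.499 and a highest of 0.584, with a covariance of at most 0.03 against 0.45 in the data. All 100 genes of Table S1 and all 100 of Table S2 changed in the direction printed there. Of those with a mean FPKM of at least 1, all 89 of Table S1 and 88 of 89 of Table S2 passed limma. The study chose these genes on the same libraries, so these counts are not independent evidence.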

**Figure 6:**
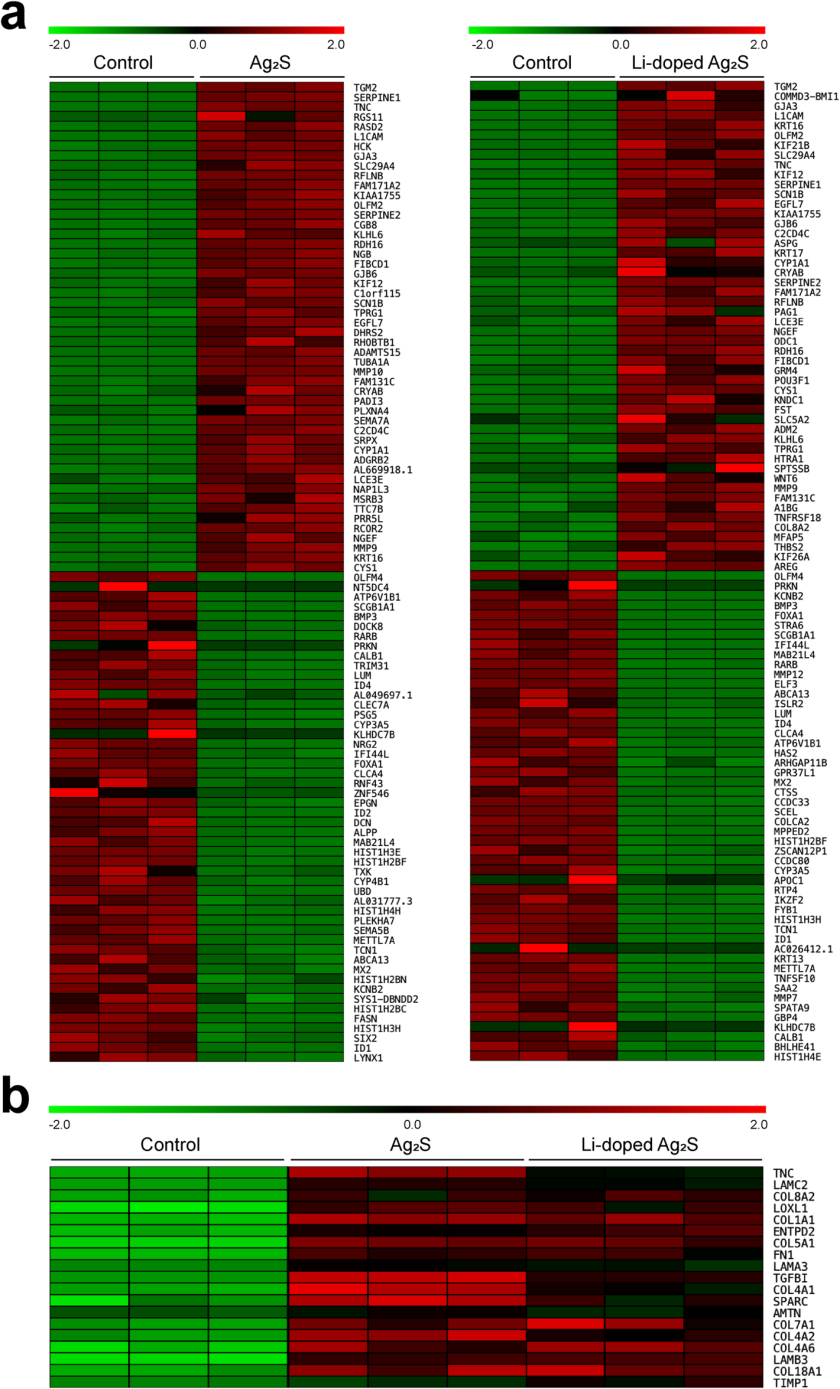
RNA sequencing analysis following treatment of Ag_2_S and/or Li-doped Ag_2_S NPs. (**a**) Heatmap of top 100 genes differentially up-regulated in Ag_2_S- (left) and Li-doped Ag_2_S- (right) treated HaCaT cells. (**b**) Heatmap of 19 genes related extracellular matrix part of cellular component. The gene expression profiling with heatmap showed only the concentration of NPs (320 μg/mL).

## Discussion

The successful simple preparation of Ag_2_S NPs and Li-doped Ag_2_S NPs can aid the development of NIR therapeutics that can trigger human keratinocytes and collagen to proliferate in the skin microenvironment. Upon ultrasonic radiation, Ag_2_S NPs and Li-doped Ag_2_S NPs enhanced absorption and emission in the NIR region via a one-step process. Further study of the electronic structure of Ag_2_S doped with Li^+^ ion using the first-principles calculations indicated that Li-doped Ag_2_S NPs exhibited increased signalling of NIR photoluminescence and absorption and upregulated collagen expression in skin keratinocytes. Using next-generation sequencing analysis, the increase in expression of various genes constituting the extracellular matrix was observed, and these results are expected to contribute to the study of skin fibrosis in the future. Also, NIR radiation may enhance the wound healing process and increase collagen, and elastin contents form the stimulated fibroblasts, despite the poorly understood biologic effects^2,33^. Ag-based NPs have inherent antibacterial and anti-inflammatory traits, due to its single metallic nanoparticles, that can be altered to develop augmented would and burn dressings^34,35^. Ag-based NPs aid in early wound-healing stages in diabetic patients, although leaving minor scars^36^. Considering applications of Ag-based NPs in wound therapy due to their effective and enhanced antibacterial characteristics, their biocompatibility and safety need to be thoroughly analyzed^37^.

In this study, the effects of infrared radiated NPs on collagen expression in human keratinocytes were researched, and results revealed some beneficial properties for skin aging and wound healing. Taken together, we have proposed a photoluminescence enhancement mechanism observed in Fig. 2b shown in Fig. 7. Additional carriers in Ag_2_S NPs interstitially doped with Li^+^ accumulate within the NPs, which further enhances the metallic properties. According to the results of Kang et al.^38^, the electronic structure changes from a semiconducting structure to a metallic band gap structure only in the presence of Li^+^ interstitial doping. Additional electrons begin to migrate to the semiconducting NPs near metallic Ag_2_S NPs as the doping concentration of Li^+^ increases. Accordingly, positively charged metallic NPs can improve the photoluminescence efficiency of the semiconducting NPs. However, this photoluminescence enhancement is only observed in optimum Li^+^ doping conditions. At certain doping conditions, there is less absolute number of semiconducting NPs participating in the photoluminescence process and a decline in their contribution; thus, the total photoluminescence of the sample is reduced. This mechanism of photoluminescence enhancement and quenching has already been proposed in a previous work on Ag-doped CdSe NPs^39^. These properties may be applicable to clinical NIR therapy and the development of anti-wrinkle cosmetics.

**Figure 7:**
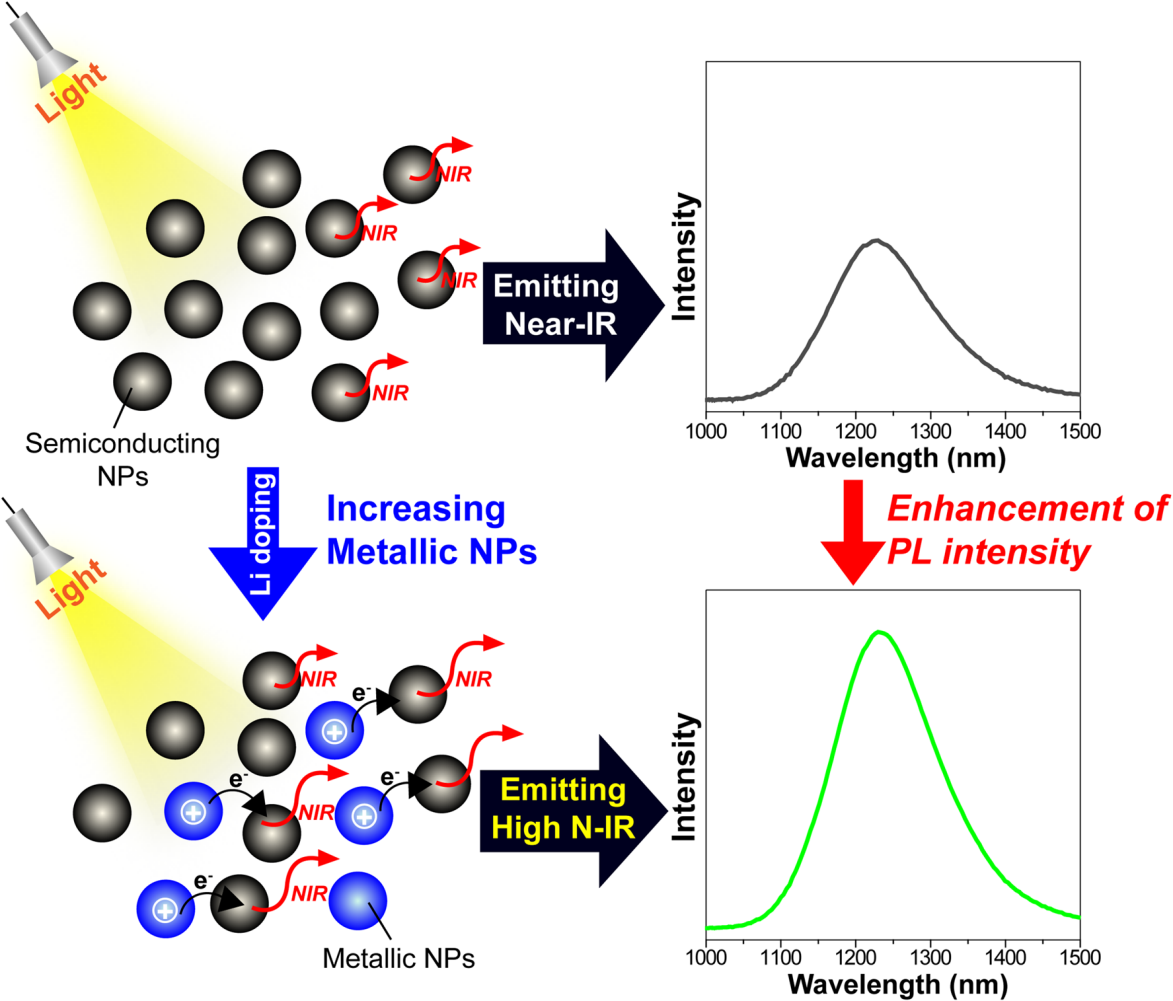
Mechanism of the photoluminescence enhancement of Li-doped Ag_2_S NPs. Schematic diagram showing the mechanism of the photoluminescence enhancement of Ag_2_S NPs by Li^+^ doping. The black and sky-blue balls represent the semiconducting and metallic Ag_2_S NPs, respectively.

## Methods

### Materials

A similar synthesis method and characterization of NPs has been already proposed in a previous study^38^. Silver nitrate [Ag(NO)_3_, 99%], Li_2_CO_3_ (98%), and 1-dodecanethiol (DDT) were purchased from Sigma Aldrich. Chloroform and ethyl acetate were used to disperse and to isolate the NPs. All chemicals were used without further purification.

### Synthesis of Ag_2_S NPs and Li-doped Ag_2_S NPs

The Ag_2_S and Li-doped Ag_2_S NPs were synthesized using a Digital Sonifier 450 ultrasonication from Branson. For the synthesis of Ag_2_S NPs, Ag(NO)_3_ was added to a 20 mL vial containing 10 mL of DDT. The solution was treated by ultrasound irradiation for 10 min in an air atmosphere. The resulting suspension was centrifuged with ethyl acetate several times to remove any by-products and dried in an electric oven at 80 ℃. The Li-doped Ag_2_S NPs were synthesized with the same method upon the addition of the appropriate amount of lithium to the reaction bottle.

### Characterization of Ag_2_S NPs and Li-doped Ag_2_S NPs

The absorption spectra of the solutions containing 0.01 g of Ag_2_S and Li-doped Ag_2_S NPs (in 10 mL of chloroform) were measured using a SolidSpec-3700 UV–Vis–NIR spectrophotometer from Shimadzu. The photoluminescence (PL) spectra were measured by a Fluorolog-3 in TCSPC mode (HORIBA Scientific). All samples were excited by a CW 450 W xenon source, and directed to a single-grating spectrometer. The PL spectra were obtained using an InP/InGaAs detector equipped with an LN cooler. All TEM images were acquired on a JOEL JEM-2100F transmission electron microscope operating at 200 kV. The TEM samples were prepared by drop casting very thin nanoparticle solutions onto a 200 mesh copper grid with a carbon film (Ted Pella). Then X-ray diffraction spectroscopy (XRD) was conducted using a Rigaku D/MAX-220 V X-ray diffractometer coupled with a Cu K-alpha (1.540598 Å) source. The FT-IR was measured by EQUINOX 55 (Bruker). The Zeta potential and DLS were measured by ELS-77 (Otsukael).

### Surface modification of Ag_2_S NPs and Li-doped Ag_2_S NPs with 3-mercaptopropionic acid (MPA)

The Ag_2_S NPs and Li-doped Ag_2_S NPs were subjected to ligand exchange with MPA in its thiolated form, which was created by adjusting the pH value higher than pH 13 by adding 1 M NaOH solution to the 10 mL methanol containing 400 μL MPA. The resulting MPA solution was added drop by drop to the vigorously stirred Ag_2_S NP and Li-doped Ag_2_S NP solutions. After 30 min reaction, the mixed solution was centrifuged and washed with methanol several times. The final product was re-dispersed in distilled water.

### Cell culture and cell viability measurement

HaCaT keratinocyte cells, acquired from the American Type Culture Collection (ATCC, VA, USA), were cultured in high-glucose Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U/mL penicillin, and 100 μg/mL streptomycin in 5% CO_2_ under a humidified atmosphere at 37 ℃. Human dermal fibroblast (HDF) cells were obtained from Gibco (CA, USA). The cells were cultured in Medium 106 (Gibco) supplemented with 1 × Low Serum Growth Supplement (LSGS, Gibco) in 5% CO_2_ under a humidified atmosphere at 37 ℃. Cell viability was measure by using an EZ-Cytox Cell viability assay kit (Dail Lab, Korea). HaCaT cells were seeded at 1 × 10^4^ cells/well in 96-well plates and treated with Ag_2_S NPs and Li-doped Ag_2_S NPs at various concentrations for 24 and 48 h. HDF cells were seeded at 3 × 10^3^ cells/well in 96-well plates and treated with Ag_2_S NPs and Li-doped Ag_2_S NPs at various concentrations for 24 h. The WST reagent solution (10 μL) was added to each well of a 96-well microplate that contained 100 μL of cells. The plate was then incubated for 4 h at 37 °C. HDF cells from passage number 10 were used for the study. The absorbance was measured at 450 nm using a microplate reader.

### RNA preparation and real-time PCR

Total RNA was extracted from HaCaT cells using an Easy-spin Total RNA Extraction Kit (Intron Biotechnology, Korea) in accordance with the manufacturer’s instructions. The cDNA was synthesized using an iScript cDNA Synthesis Kit (Bio-Rad, CA, USA), and real-time PCR analysis was conducted with StepOnePlus equipment (Applied Biosystems, CA, USA) using 2 × SYBR Green Master Mix (Takara, Japan). The level of mRNA gene expression was normalized according to the relative expression of β-actin. The primer sequences used in this study are presented in Table 1.

**Table 1:** Primer sequences used in this study.

Target gene	Direction	Sequence (5′–3-)
β-Actin	F R	GAC GTT GAC ATC CGT AAA G CAG TAA CAG TCC GCC T
TGF-β1	F R	CAA TTC CTG GCG ATA CCT CAG GCA CAA CTC CGG TGA CAT CAA
TIMP1	F R	CTT CTG CAA TTC CGA CCT CGT ACG CTG GTA TAA GGT GGT CTG
COL1A1	F R	GAG GGC CAA GAC GAA GAC ATC CAG ATC ACG TCA TCG CAC AAC

### NIR irradiation

The medium was replaced with phosphate-buffered saline (pH 7.2) and using an UIM-250 (Unix, Korea) the cells were exposed to NIR at a distance of 20 cm at room temperature before irradiation. The NIR device emitted NIR spectra between 1,100 and 1,800 nm. The irradiation conditions were 20 J/cm^2^ and 40 J/cm^2^ in this study. It has been reported that under these conditions after immediate exposure to NIR, no temperature rise occurs in the phosphate-buffered saline^40^. As a control, cells were left on a clean bench with natural light during the day time. The cells were maintained in a serum-free medium for 6 h after treatment, and total RNA was extracted using an Easy-spin Total RNA Extraction Kit (Intron Biotechnology, Korea) for mRNA measurement by real-time PCR.

### RNA-sequencing and data analysis

RNA-seq analyses were performed at Theragen Bio Institute (Gyeonggi-do, Korea). The libraries were prepared for 150 bp paired-end sequencing using TruSeq RNA Sample Prep Kit (Illumina, CA, USA). A total of 1 μg of RNA molecules was purified and fragmented, then synthesized as single-stranded cDNAs via random hexamer priming. Using this as a template to synthesize the second strand, a double-stranded cDNA was prepared. cDNA libraries were amplified with PCR after a sequential process of end repair, A-tailing, and adapter ligation. The quality of these cDNA libraries was evaluated with the Agilent 2100 BioAnalyzer (Agilent, CA, USA) and were quantified with the KAPA library quantification kit (Kapa Biosystems, MA, USA) in accordance with the manufacturer’s library quantification protocol. Cluster amplification of denatured templates was followed by paired-end (2 × 150 bp) sequencing using Illumina Novaseq6000 (Illumina, CA, USA). Differential expression analysis was performed by Cuffdiff^41^. With most options set at default values, only multi-read-correction and frag-bias-correct options were applied for better analysis accuracy. DEGs were identified based on the q value threshold of less than 0.05 for correcting errors caused by multiple-testing^42^. The raw datasets of the RNA-seq analysis will be available to the researchers of interest upon request via correspondence.

### Immunoblot analysis

Cells were lysed in RIPA buffer (Biosesang, Korea) containing protease inhibitor. Proteins were quantified using a BCA Protein Assay kit (Thermo Fisher Scientific, MA, USA) and the absorbance was measured at 562 nm using a microplate spectrophotometer (BioTeK Instruments, VT, USA). The protein lysate was used for SDS-PAGE and transferred onto a PVDF membrane. The membrane was blocked with 5% skim milk in TBST (Tris-buffered saline with 0.1% Tween 20) for an hour. Then, it was probed with the following primary antibodies against collagen 1 (dilution 1: 1,000), p-Smad2 (dilution 1: 1,000), Smad2 (dilution 1: 1,000), p-Smad3 (dilution 1: 1,000), Smad3 (dilution 1: 1,000), p-Akt (dilution 1: 1,000), Akt (dilution 1: 1,000), and β-actin (dilution 1: 2,000) overnight at 4 °C. Anti-collagen 1 was purchased from Thermo Fisher Scientific. Anti-pSmad2, anti-Smad2, anti-pSmad3, anti-Smad3, anti-pAkt, and anti-Akt were purchased from Cell Signaling Technology (MA, USA). Anti-β-actin was purchased from Millipore (MA, USA). Then, the blots were incubated with horseradish peroxidase (HRP)-linked goat anti-rabbit (or mouse) secondary IgG (Bio-Rad Laboratories, CA, USA) at room temperature for an hour. The signals were detected by SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific). A chemiluminescence image analyzer (Vilber Lourmat, France) was used for the detection of the signals.

## Supplementary information

Supplementary information.

# Supplementary material for: Near-infrared-emitting nanoparticles activate collagen synthesis via TGFβ signaling
**Source:** Sci Rep. 2020 Aug 6;10:13309. doi: 10.1038/s41598-020-70415-1
**Supplement:** Supplementary file 1 — Supplementary information.

## Supplementary information

# Near-infrared-emitting nanoparticles activate collagen synthesis via TGF $\beta$ signaling

Myung Hyun Kang<sup>1</sup>, Han Young Yu<sup>2</sup>, Goon-Tae Kim<sup>2</sup>, Ji Eun Lim<sup>1</sup>, Seunghun Jang<sup>3</sup>,  
Tae-Sik Park<sup>2,\*</sup> & Joung Kyu Park<sup>1,\*</sup>

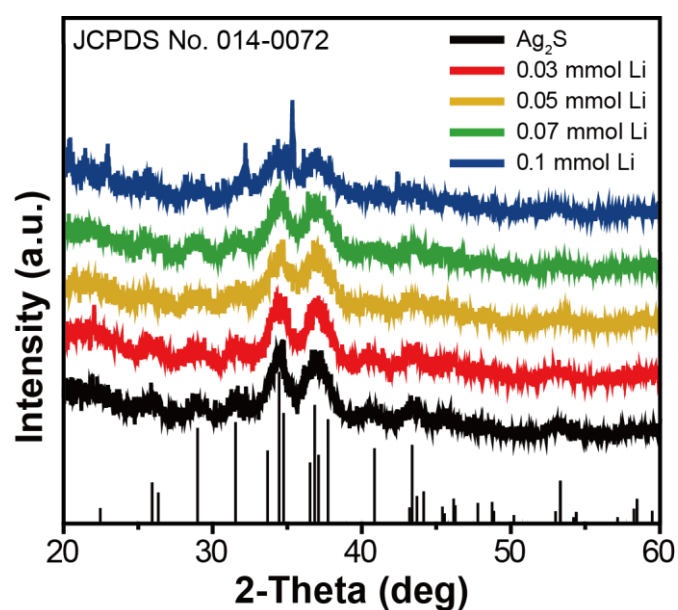

Supplementary Figure 1. XRD Patterns of Ag<sub>2</sub>S NPs in terms of different amounts of Li<sup>+</sup>.

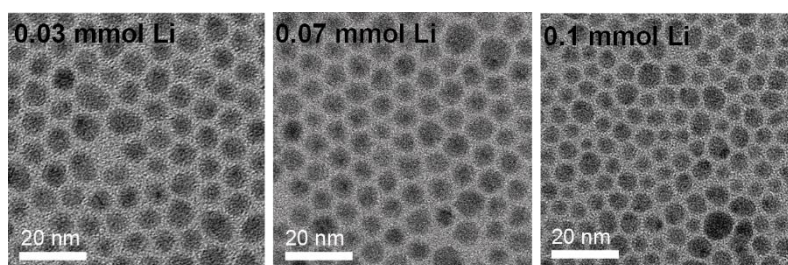

**Supplementary Figure 2. TEM images of Ag<sub>2</sub>S NPs for different amounts of Li<sup>+</sup>.**

left: 0.03 mmol Li-doped, middle: 0.07 mmol Li-doped, right: 0.1 mmol Li-doped Ag<sub>2</sub>S NPs.

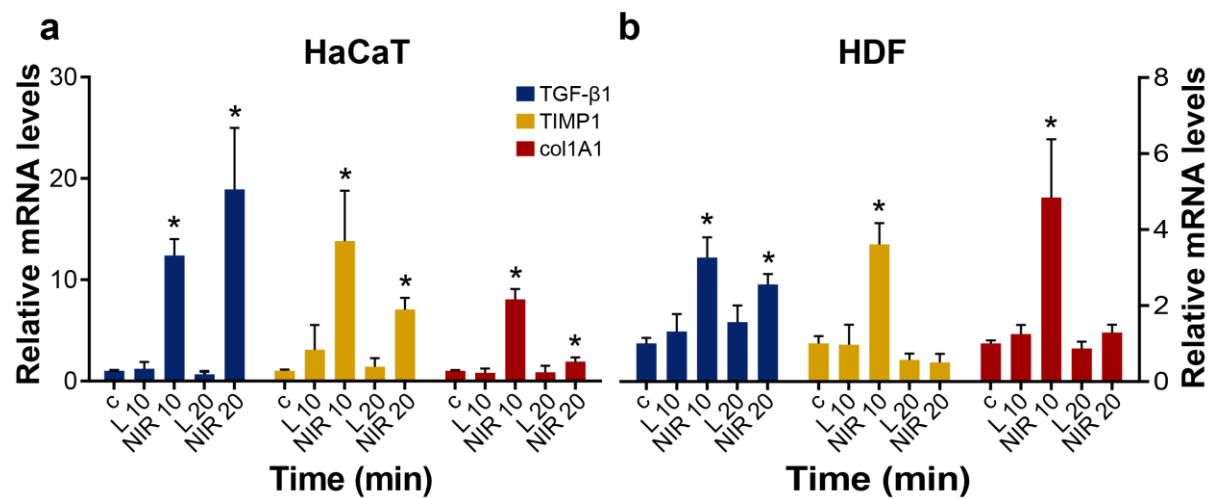

**Supplementary Figure 3. Upregulation of TGFβ1, TIMP1 and col1A1 by NIR irradiation.** L: natural light exposure, NIR: near-infrared exposure for 10 or 20 min. **a** HaCaT cells were exposed to NIR. **b** HDF cells were exposed to NIR. The data were expressed as mean ± SEM. \* $p < 0.05$  vs C (control).

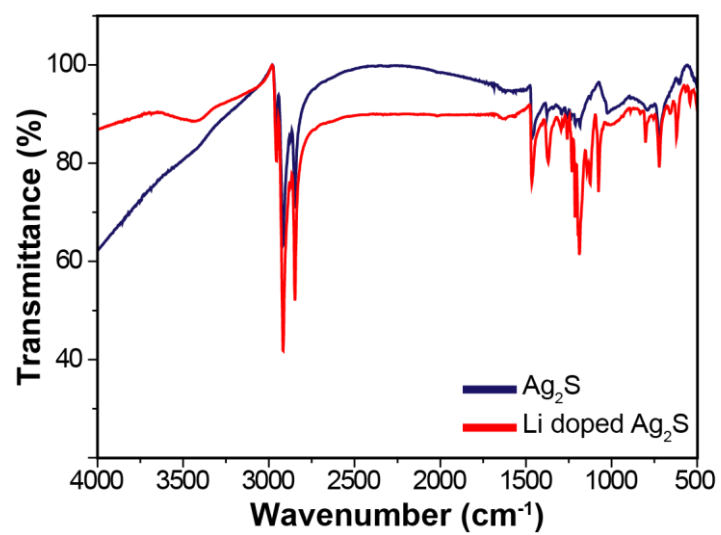

**Supplementary Figure 4. FT-IR Spectrum of  $\text{Ag}_2\text{S}$  and Li-doped  $\text{Ag}_2\text{S}$**

|                                      | Zeta potential (mV) | PDI   | Z-Average (d.nm) |
|--------------------------------------|---------------------|-------|------------------|
| <b>Ag<sub>2</sub>S</b>               | 31.73               | 0.560 | 25.67            |
| <b>MPA coated Ag<sub>2</sub>S</b>    | -32.21              | 0.139 | 59.2             |
| <b>Li doped Ag<sub>2</sub>S</b>      | 26.38               | 0.379 | 53.08            |
| <b>MPA coated Li-Ag<sub>2</sub>S</b> | -30.17              | 0.185 | 63.36            |

**Supplementary Figure 5. Zeta potential and DLS of Ag<sub>2</sub>S, Li-Ag<sub>2</sub>S, MPA-coated Ag<sub>2</sub>S, and MPA-coated Li-Ag<sub>2</sub>S NPs.**

a)

|                                | Size (d.nm):         | % Number: | St Dev (d.nm): |
|--------------------------------|----------------------|-----------|----------------|
| <b>Z-Average (d.nm):</b> 25.67 | <b>Peak 1:</b> 2.360 | 100.0     | 0.6487         |
| <b>Pdl:</b> 0.560              | <b>Peak 2:</b> 0.000 | 0.0       | 0.000          |
| <b>Intercept:</b> 0.151        | <b>Peak 3:</b> 0.000 | 0.0       | 0.000          |

Result quality : **Refer to quality report**

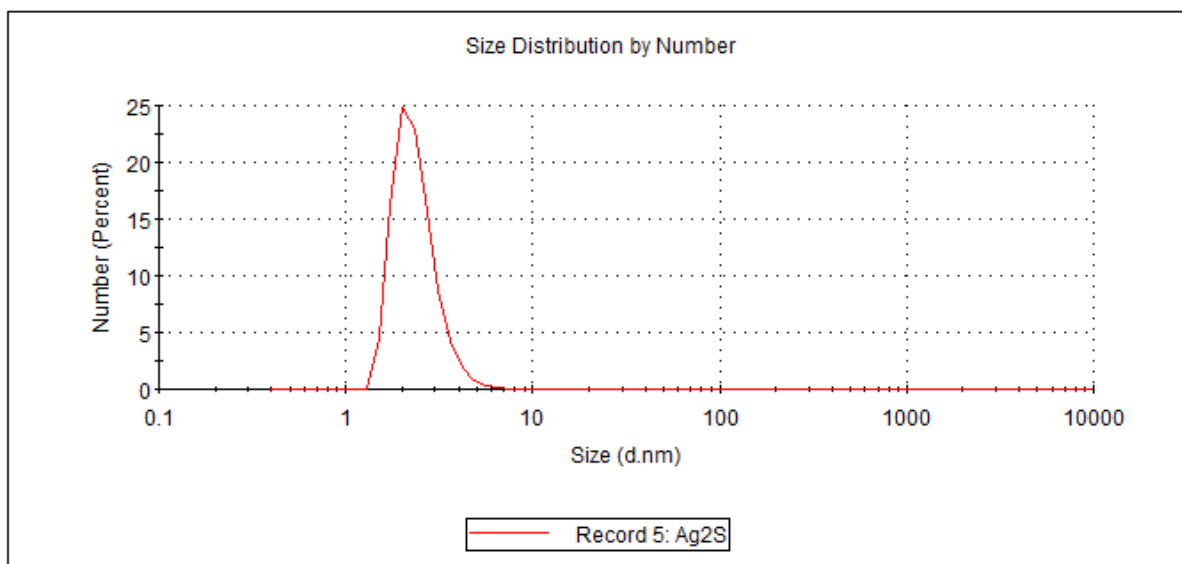

b)

|                                | Size (d.nm):         | % Number: | St Dev (d.nm): |
|--------------------------------|----------------------|-----------|----------------|
| <b>Z-Average (d.nm):</b> 59.20 | <b>Peak 1:</b> 40.18 | 100.0     | 10.64          |
| <b>Pdl:</b> 0.139              | <b>Peak 2:</b> 0.000 | 0.0       | 0.000          |
| <b>Intercept:</b> 0.954        | <b>Peak 3:</b> 0.000 | 0.0       | 0.000          |

Result quality : **Refer to quality report**

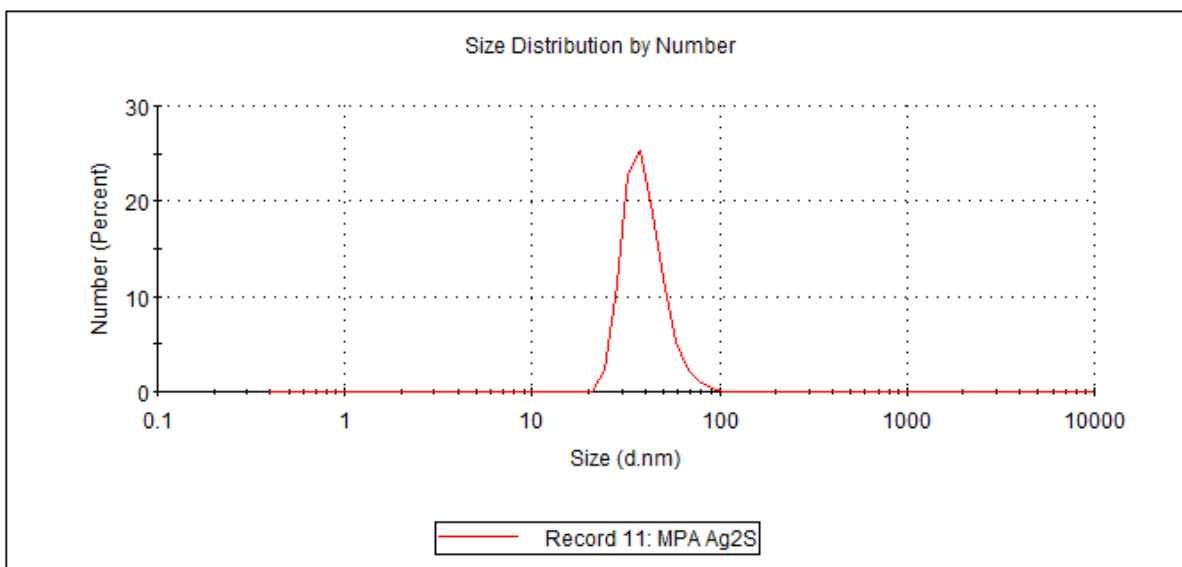

c)

|                                | Size (d.nm):         | % Number: | St Dev (d.nm): |
|--------------------------------|----------------------|-----------|----------------|
| <b>Z-Average (d.nm):</b> 53.08 | <b>Peak 1:</b> 14.29 | 100.0     | 4.113          |
| <b>Pdl:</b> 0.379              | <b>Peak 2:</b> 0.000 | 0.0       | 0.000          |
| <b>Intercept:</b> 0.191        | <b>Peak 3:</b> 0.000 | 0.0       | 0.000          |

Result quality : Refer to quality report

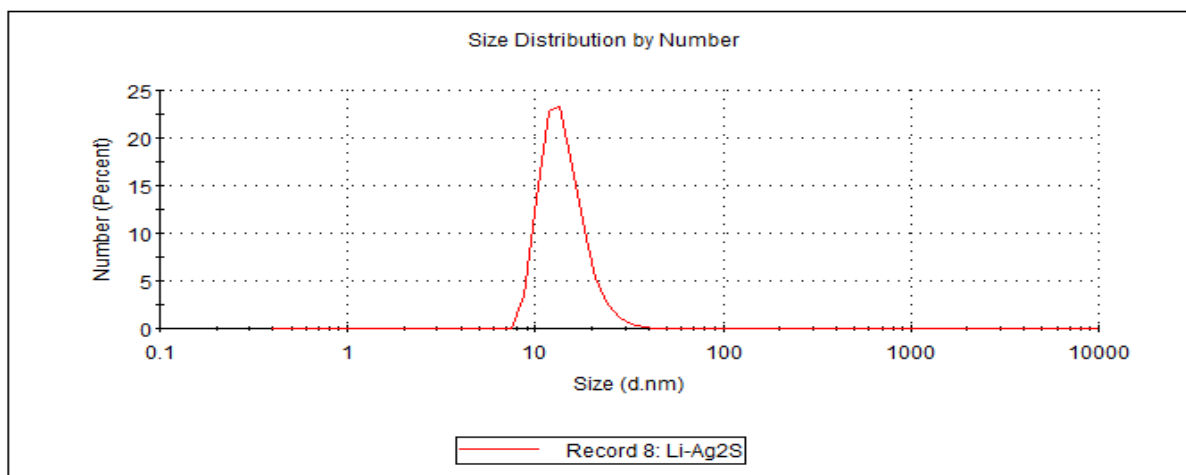

d)

|                                | Size (d.nm):         | % Number: | St Dev (d.nm): |
|--------------------------------|----------------------|-----------|----------------|
| <b>Z-Average (d.nm):</b> 63.36 | <b>Peak 1:</b> 40.72 | 100.0     | 10.96          |
| <b>Pdl:</b> 0.185              | <b>Peak 2:</b> 0.000 | 0.0       | 0.000          |
| <b>Intercept:</b> 0.952        | <b>Peak 3:</b> 0.000 | 0.0       | 0.000          |

Result quality : Refer to quality report

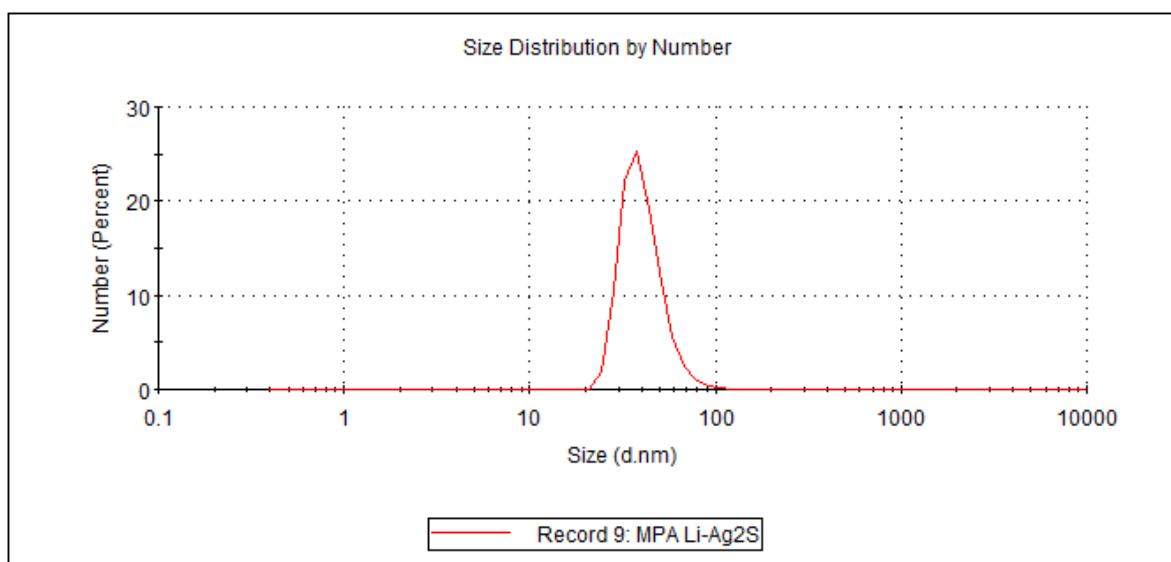

**Supplementary Figure 6. Dynamic Light Scattering(DLS) spectra of Ag<sub>2</sub>S, Li-doped Ag<sub>2</sub>S, MPA-coated Ag<sub>2</sub>S and MPA-coated Li-Ag<sub>2</sub>S. a) Ag<sub>2</sub>S, b) MPA-coated Ag<sub>2</sub>S, c) Li-doped Ag<sub>2</sub>S, d) MPA-coated Li-Ag<sub>2</sub>S**

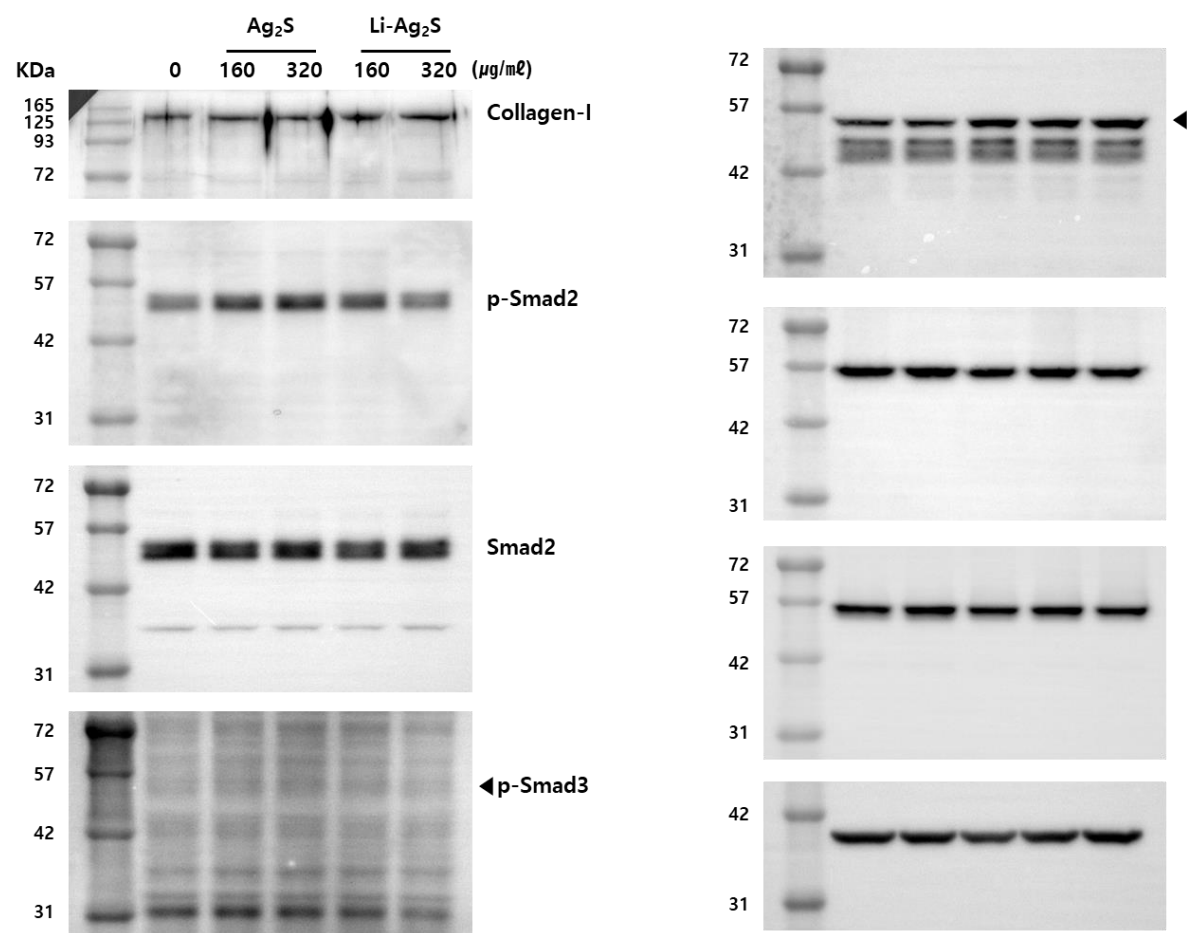

**Supplementary Figure 7. Uncropped images of Figure 5a**

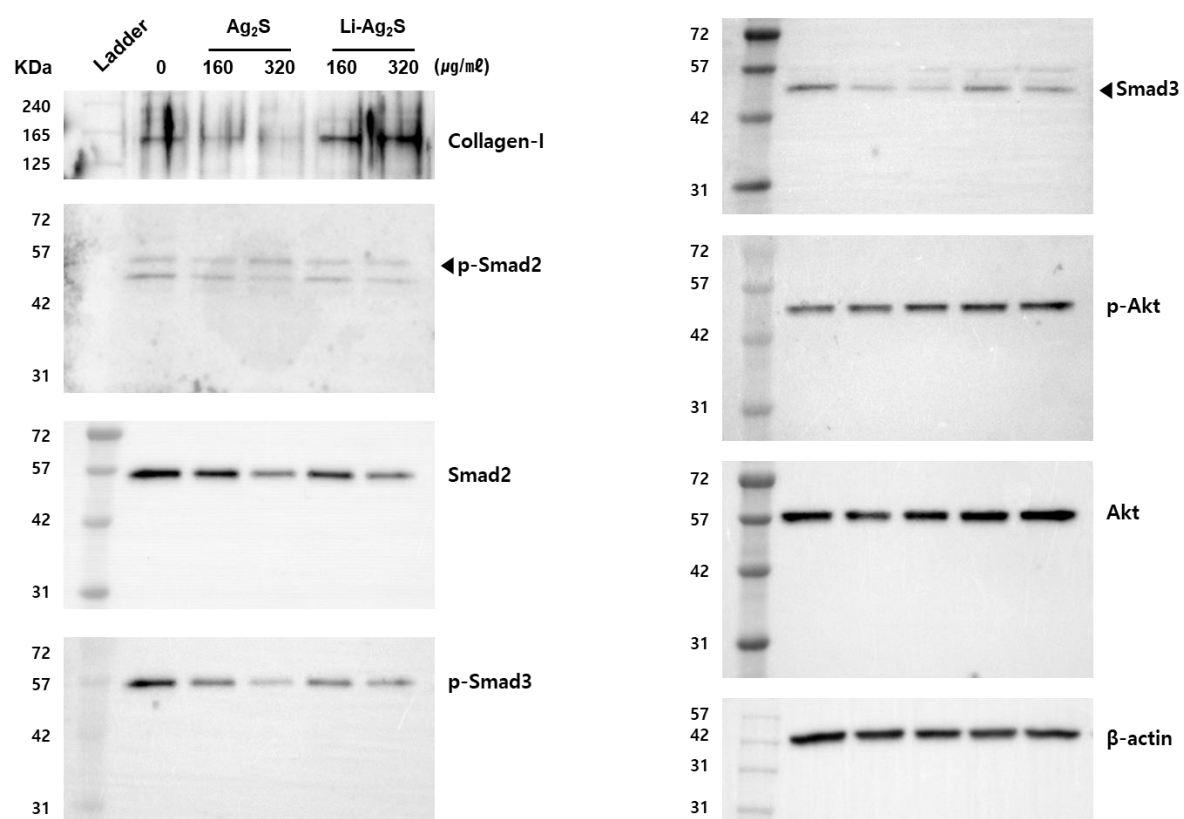

**Supplementary Figure 8. Uncropped images of Figure 5b**

**Supplementary Table 1. List of top 100 genes differentially up and down-regulated in Ag<sub>2</sub>S treated keratinocytes**

|     |            |                                                                            |       |         |
|-----|------------|----------------------------------------------------------------------------|-------|---------|
| 62  | PSG5       | Pregnancy specific beta-1-glycoprotein 5                                   | -3.85 | 0.00005 |
| 63  | CYP3A5     | Cytochrome P450 family 3 subfamily A member 5                              | -3.82 | 0.00005 |
| 64  | KLHDC7B    | Kelch domain containing 7B                                                 | -3.74 | 0.00005 |
| 65  | NRG2       | Neuregulin 2                                                               | -3.61 | 0.00005 |
| 66  | IFI44L     | Interferon induced protein 44 like                                         | -3.55 | 0.00005 |
| 67  | FOXA1      | Forkhead box A1                                                            | -3.54 | 0.00005 |
| 68  | CLCA4      | Chloride channel accessory 4                                               | -3.52 | 0.00005 |
| 69  | ID2        | Inhibitor of DNA binding 2                                                 | -3.34 | 0.00005 |
| 70  | DCN        | Decorin                                                                    | -3.31 | 0.00005 |
| 71  | ALPP       | Alkaline phosphatase, placental                                            | -3.30 | 0.00005 |
| 72  | MAB21L4    | Mab-21 like 4                                                              | -3.28 | 0.00005 |
| 73  | HIST1H3E   | Histone cluster 1 H3 family member e                                       | -3.11 | 0.00005 |
| 74  | HIST1H2BF  | Histone cluster 1 H2B family member f                                      | -3.06 | 0.00005 |
| 75  | CYP4B1     | Cytochrome P450 family 4 subfamily B member 1                              | -2.96 | 0.00005 |
| 76  | UBD        | Ubiquitin D                                                                | -2.94 | 0.00005 |
| 77  | AL031777.3 | Novel protein                                                              | -2.84 | 0.00005 |
| 78  | HIST1H4H   | Histone cluster 1 H4 family member h                                       | -2.78 | 0.00005 |
| 79  | PLEKHA7    | Pleckstrin homology domain containing A7                                   | -2.74 | 0.00005 |
| 80  | SEMA5B     | Semaphorin 5B                                                              | -2.74 | 0.00005 |
| 81  | METTL7A    | Methyltransferase like 7A                                                  | -2.68 | 0.00005 |
| 82  | TCN1       | Transcobalamin 1                                                           | -2.67 | 0.00005 |
| 83  | ABCA13     | ATP binding cassette subfamily A member 13                                 | -2.63 | 0.00005 |
| 84  | MX2        | MX dynamin like gtpase 2                                                   | -2.61 | 0.00005 |
| 85  | HIST1H2BN  | Histone cluster 1 H2B family member n                                      | -2.53 | 0.00005 |
| 86  | KCNB2      | Potassium voltage-gated channel subfamily B member 2                       | -2.52 | 0.00005 |
| 87  | HIST1H2BC  | Histone cluster 1 H2B family member c                                      | -2.49 | 0.00005 |
| 88  | FASN       | Fatty acid synthase                                                        | -2.48 | 0.00005 |
| 89  | HIST1H3H   | Histone cluster 1 H3 family member h                                       | -2.46 | 0.00005 |
| 90  | ID1        | Inhibitor of DNA binding 1, HLH protein                                    | -2.40 | 0.00005 |
| 91  | HIST1H2BJ  | Histone cluster 1 H2B family member j                                      | -2.37 | 0.00005 |
| 92  | ELF3       | E74 like ETS transcription factor 3                                        | -2.35 | 0.00005 |
| 93  | MPPED2     | Metallophosphoesterase domain containing 2                                 | -2.32 | 0.00005 |
| 94  | ISPD       | Isoprenoid synthase domain containing                                      | -2.30 | 0.00005 |
| 95  | CCDC80     | Coiled-coil domain containing 80                                           | -2.28 | 0.00005 |
| 96  | MX1        | MX dynamin like gtpase 1                                                   | -2.24 | 0.00005 |
| 97  | HERC6      | HECT and RLD domain containing E3 ubiquitin protein ligase family member 6 | -2.19 | 0.00005 |
| 98  | RTP4       | Receptor transporter protein 4                                             | -2.19 | 0.00005 |
| 99  | COLCA2     | Colorectal cancer associated 2                                             | -2.14 | 0.00005 |
| 100 | HIST1H3G   | Histone cluster 1 H3 family member g                                       | -2.10 | 0.00005 |

**Supplementary Table 2. List of top 100 genes differentially up-regulated in Li-doped Ag<sub>2</sub>S treated keratinocytes**

|     |            |                                               |       |         |
|-----|------------|-----------------------------------------------|-------|---------|
| 64  | HAS2       | Hyaluronan synthase 2                         | -3.53 | 0.00005 |
| 65  | MX2        | MX dynamin like gtpase 2                      | -3.26 | 0.00005 |
| 66  | CTSS       | Cathepsin S                                   | -3.24 | 0.00005 |
| 67  | CCDC33     | Coiled-coil domain containing 33              | -3.23 | 0.00005 |
| 68  | SCEL       | Sciellin                                      | -3.18 | 0.00005 |
| 69  | COLCA2     | Colorectal cancer associated 2                | -3.15 | 0.00005 |
| 70  | MPPED2     | Metallophosphoesterase domain containing 2    | -3.11 | 0.00005 |
| 71  | HIST1H2BF  | Histone cluster 1 H2B family member f         | -3.08 | 0.00005 |
| 72  | CCDC80     | Coiled-coil domain containing 80              | -2.96 | 0.00005 |
| 73  | CYP3A5     | Cytochrome P450 family 3 subfamily A member 5 | -2.87 | 0.00005 |
| 74  | RTP4       | Receptor transporter protein 4                | -2.82 | 0.00005 |
| 75  | IKZF2      | IKAROS family zinc finger 2                   | -2.77 | 0.00005 |
| 76  | FYB1       | FYN binding protein 1                         | -2.74 | 0.00005 |
| 77  | HIST1H3H   | Histone cluster 1 H3 family member h          | -2.72 | 0.00005 |
| 78  | ID1        | Inhibitor of DNA binding 1, HLH protein       | -2.69 | 0.00005 |
| 79  | AC026412.1 | Programmed cell death 6 pseudogene            | -2.60 | 0.00005 |
| 80  | KRT13      | Keratin 13                                    | -2.58 | 0.00005 |
| 81  | METTL7A    | Methyltransferase like 7A                     | -2.56 | 0.00005 |
| 82  | TNFSF10    | TNF superfamily member 10                     | -2.56 | 0.00005 |
| 83  | SAA2       | Serum amyloid A2                              | -2.54 | 0.00005 |
| 84  | MMP7       | Matrix metalloproteinase 7                    | -2.54 | 0.00005 |
| 85  | GBP4       | Guanylate binding protein 4                   | -2.52 | 0.00005 |
| 86  | KLHDC7B    | Kelch domain containing 7B                    | -2.50 | 0.00005 |
| 87  | CALB1      | Calbindin 1                                   | -2.50 | 0.00005 |
| 88  | BHLHE41    | Basic helix-loop-helix family member e41      | -2.47 | 0.00005 |
| 89  | GAS2L3     | Growth arrest specific 2 like 3               | -2.44 | 0.00005 |
| 90  | KIF20A     | Kinesin family member 20A                     | -2.40 | 0.00005 |
| 91  | GCNT4      | Glucosaminyl (N-acetyl) transferase 4, core 2 | -2.39 | 0.00005 |
| 92  | DHRS3      | Dehydrogenase/reductase 3                     | -2.36 | 0.00005 |
| 93  | SGO1       | Shugoshin 1                                   | -2.35 | 0.00005 |
| 94  | KRT4       | Keratin 4                                     | -2.34 | 0.00005 |
| 95  | ID2        | Inhibitor of DNA binding 2                    | -2.33 | 0.00005 |
| 96  | HIST1H2BC  | Histone cluster 1 H2B family member c         | -2.33 | 0.00005 |
| 97  | MKI67      | Marker of proliferation Ki-67                 | -2.32 | 0.00005 |
| 98  | KLK13      | Kallikrein related peptidase 13               | -2.30 | 0.00005 |
| 99  | NRG2       | Neuregulin 2                                  | -2.26 | 0.00005 |
| 100 | TRIM22     | Tripartite motif containing 22                | -2.23 | 0.00005 |

**Supplementary Table 3. List of 19 genes related extracellular matrix part of cellular component**

| Gene Symbol | Description                                      | log <sub>2</sub> ratio (Fold change > 2) |                            |
|-------------|--------------------------------------------------|------------------------------------------|----------------------------|
|             |                                                  | Ag <sub>2</sub> S                        | Li-doped Ag <sub>2</sub> S |
| TNC         | Tenascin C                                       | 5.46                                     | 4.53                       |
| LAMC2       | Laminin subunit gamma 2                          | 3.37                                     | 3.11                       |
| COL8A2      | Collagen type VIII alpha 2 chain                 | 3.21                                     | 3.47                       |
| LOXL1       | Lysyl oxidase like 1                             | 2.87                                     | 2.85                       |
| COL1A1      | Collagen type I alpha 1 chain                    | 2.81                                     | 2.72                       |
| ENTPD2      | Ectonucleoside triphosphate diphosphohydrolase 2 | 2.70                                     | 3.07                       |
| COL5A1      | Collagen type V alpha 1 chain                    | 2.69                                     | 2.70                       |
| FN1         | Fibronectin 1                                    | 2.48                                     | 2.55                       |
| LAMA3       | Laminin subunit alpha 3                          | 2.45                                     | 2.31                       |
| TGFB1       | Transforming growth factor beta induced          | 2.37                                     | 1.87                       |
| COL4A1      | Collagen type IV alpha 1 chain                   | 2.04                                     | 1.45                       |
| SPARC       | Secreted protein acidic and cysteine rich        | 1.77                                     | 1.32                       |
| AMTN        | Amelotin                                         | 1.52                                     | 1.35                       |
| COL7A1      | Collagen type VII alpha 1 chain                  | 1.42                                     | 1.67                       |
| COL4A2      | Collagen type IV alpha 2 chain                   | 1.35                                     | 1.04                       |
| COL4A6      | Collagen type IV alpha 6 chain                   | 1.24                                     | 1.47                       |
| LAMB3       | Laminin subunit beta 3                           | 1.10                                     | 1.24                       |
| COL18A1     | Collagen type XVIII alpha 1 chain                | 1.08                                     | 1.18                       |
| TIMP1       | TIMP metalloproteinase inhibitor 1               | 1.02                                     | 1.62                       |

How the deposited data were processed for this re-analysis (not part of the article)

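RNA of HaCaT cells was sequenced from 5 groups of 3 libraries, namely untreated cells and cells given Ag_2_S NPs or Li-doped Ag_2_S NPs at 160 or 320 μg/mL for 24 h. The condition of each library was taken from the sample labels. The authors aligned paired reads of 150 bases with TopHat, estimated expression with Cufflinks 2.1.1 and compared groups with Cuffdiff, correcting for multiply mapped reads and fragment bias. The versions of TopHat and Cuffdiff, the genome build and the annotation release are not given in the sources used here. The 5 deposited gene tables hold FPKM per gene and library, rounded to 2 decimals. They also hold the authors' FPKM per group, scaled by the authors for each comparison, the authors' log2 ratio of those group values, and the authors' p-value and q-value. In the tables of 9 libraries, the authors' comparison takes both particles as one treated group. A comparison by the authors of Li-doped Ag_2_S NPs at 320 μg/mL alone with control, and the tables of transcripts, were not used here.

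The depth per library is not given in the tables. Counts were not recovered from the FPKM values, so counting error was not computed. Precision was taken from the spread of the 3 libraries of a group. Genes with a mean FPKM of at least 1 over the 9 libraries of a dose were analysed on log2(FPKM + 0.1) in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend, all tests with 2 sides, Benjamini and Hochberg), at an adjusted p of 0.05. The 15 libraries were fitted together to compare doses and to test whether the effect of dose differed between the particles. Log2 ratios of mean FPKM without a pseudocount were computed beside these for the genes of the paper's tables.

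Of 42 lists of genes, 37 were tested with camera and a preset correlation between genes of 0.01, in lists with at least 5 tested members, and with an estimated correlation as the alternative. They cover the matrix and its turnover, TGF-β and BMP signaling, the stress responses, interferon and antigen presentation, cell division, lipid synthesis, keratinocyte states, growth factor, YAP and p53 signaling, lysosomes, retinoids, ribosomal proteins and housekeeping genes. Of the other 5, 4 hold markers of other cell types, used only to look for their RNA, and 1 holds mitochondrial mRNAs, which was not tested.

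Genes were named by a rule. It took the genes that the paper's RNA-seq text names and those of Supplementary Table S3, whose values had been seen in the paper. In each comparison with control it took the 10 largest rises and 10 largest falls, and between the particles the 8 largest of each, among genes with an adjusted p under 0.05, a mean FPKM of at least 5 in the higher group and no overlap between the groups. In each list it allowed up to 4 members with the smallest p-values. The text gives some of the genes that the rule allows. The values relative to ACTB and those of the markers LUM, DCN, CDH5, CD68, TWIST2, CD14, PMEL and MITF were chosen after values were seen.

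The alternatives were a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 5, scaling by median ratio, a fit of the 2 compared groups alone, a robust fit, weights per library, the tables of 2 groups, the authors' p-values, an estimated correlation between genes, and leaving out each library. Calls were tested on simulated data with 50 genes changed by each of 4 amounts. For the shared effect of both particles 200 sets with no change were simulated around shared controls. Coordinates are those of GENCODE release 29 on GRCh38.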

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

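All tests of the dose pattern and the test of the authors' scaling were chosen after the result was seen, and those of a few abundant genes, of gene length and level and of other splits of the libraries were set before. The median ratio test of the mitosis genes was also chosen after the result was seen.

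ATF4 targets fell and interferon-stimulated genes rose from 160 to 320 μg/mL of Li-doped Ag_2_S NPs, relative to the same step of undoped Ag_2_S NPs, and at 320 μg/mL 40 of 46 interferon-stimulated genes were still below control past the test. The difference between the particles in the change with dose, tested as an interaction in limma over 15 libraries, passed an adjusted p of 0.05 for 4746 of 11952 genes, with 2415 higher and 2331 lower for Li-doped Ag_2_S NPs. Of 29 ATF4 targets, 22 were lower and 3 higher, with a median difference of -1.80 on the log2 scale (camera adjusted p = 1.78e-12). Of 46 interferon-stimulated genes, 42 were higher and 0 lower, with a median of 1.62 (camera adjusted p = 1.49e-21). Both calls held with an estimated correlation. Of the 18 tested genes of Table S3, 9 were lower and 3 higher, with a median of -0.34 (camera adjusted p = 0.0141, adjusted p = 0.227 with an estimated correlation). In 100 splits of the 12 treated libraries into 4 groups of 3, the real one included, the highest other count was 2157 against the real 4746. The other splits mix libraries of groups that differ, which widens the spread within their groups, so they give no chance level. Separate cultures are not stated for the libraries of a group, so a chance difference between cultures cannot be excluded. These changes with dose are singled out because they differed between the particles.

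The authors' scaling of the libraries and a low read depth are argued against for the ATF4 and interferon pattern, since the size of the median difference nearer 0 was 1.64 after scaling by median ratio and 1.54 among the 19 and 23 members with a mean FPKM of at least 20, and no single treated library carried it, as the size of the median nearest 0 was 1.57 when each was left out in turn. RNA of other cell types cannot be told apart from a change in HaCaT cells, because their 22 markers near 0 in control stayed at a highest median FPKM of 0.025 in the 6 Li-doped libraries (the highest mean in the 3 at 160 μg/mL was 0.69, for MITF), but of the markers above that in control the fibroblast genes LUM and DCN moved with the interferon-stimulated genes, by 3.94 (SE 0.64, adjusted p = 0.000196) and 4.69 (SE 0.79, adjusted p = 0.000257), the leukocyte gene CD68 moved the other way, by -1.87 (SE 0.15, adjusted p = 2.2e-07), and TWIST2 (0.58), CD14 (-0.56) and PMEL (-0.19) did not pass the test. Exchanged labels of the 2 Li-doped doses cannot be told apart from a real effect, because 6 of the genes of Table S3 were higher at 160 μg/mL and as many at 320 μg/mL (6 and 10 with weights for each library), though TGM2, COL1A1 and TGFBI rose with the dose of Li-doped Ag_2_S NPs (1.76, 0.87 and 1.03) as with that of undoped Ag_2_S NPs (1.08, 0.91 and 0.73), which 3 genes do not decide. The paper reports that proliferation and its real-time PCR rose with dose, and of the PCR genes COL1A1 rose between the labelled doses of Li-doped Ag_2_S NPs while TIMP1 fell by 0.92 and TGFB1 did not pass the test (-0.23), and 17 of 34 mitosis genes rose and 0 fell, as the labels have it, but 31 of 34 fell with the dose of undoped Ag_2_S NPs, so these do not decide it either. A stress response that recedes at the higher dose of Li-doped Ag_2_S NPs may be a biological explanation, and it was tested at no other dose.

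Cells given Li-doped Ag_2_S NPs at 160 μg/mL, for which the paper shows no RNA-seq values, had 26 of 29 ATF4 targets risen against control, and 46 of 46 interferon-stimulated genes, 15 of 16 antigen presentation genes and 34 of 34 mitosis genes fallen. With Ag_2_S NPs at 320 μg/mL 34 of 34 mitosis genes and 39 of 46 interferon-stimulated genes fell. With an estimated correlation between genes the calls of the antigen presentation list at 160 μg/mL (adjusted p = 0.127) and of the mitosis list with Ag_2_S NPs at 320 μg/mL (adjusted p = 0.0527) were lost. The paper's text does not discuss these lists, though among the 50 fallen genes of each table its Table S1 gives 6 interferon-stimulated genes, and its Table S2 gives 5, with 3 mitosis genes and 1 antigen presentation gene (CTSS). They are singled out as signals outside what the paper's text discusses.

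More genes fell than rose against control in all 4 comparisons, and the rises made up 30.9% and 27.5% of the changed genes with Ag_2_S and Li-doped Ag_2_S NPs at 320 μg/mL and 32.5% and 35.8% at 160 μg/mL. The authors' own group values carry a scaling factor that raises treated against control libraries by 0.125, 0.163 and 0.187 on the log2 scale in the 3 comparisons of 2 groups, and the median fold changes of the FPKM per library were -0.137, -0.185 and -0.194. The sums of factor and median lay within 0.022 of 0, which a factor that centres the ratios of genes gives whatever the cause, so the scaling cannot be told apart from a real excess of falls. A few abundant genes as the whole cause are argued against, since the medians with Ag_2_S and Li-doped Ag_2_S NPs at 320 and then 160 μg/mL were -0.206, -0.378, -0.181 and -0.275 after scaling to the sum of all genes and still -0.128, -0.201, -0.115 and -0.153 with the 100 most abundant left out, nearer 0 but not at it. No measure of RNA per cell was used here, so no biological explanation was tested.

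Mitosis genes fell in all 4 treated groups, and scaling as the cause is argued against, since their median nearest 0 over the 4 treated groups was -0.50 after scaling by median ratio. Among 100 lists of genes matched for length and FPKM in each comparison, the lowest median was -0.56, in the comparison where the mitosis list lay at -2.01, and 0 of 100 lists in any comparison lay as low as the mitosis genes. Slower division after 24 h of treatment may be a biological explanation, and no cell cycle was measured here. The paper reports that cell proliferation increased with dose, from a viability assay.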

How the results depend on the processing

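The alternatives for the comparisons of doses, for the shared effect of both particles and for the difference in the effect of dose were chosen after the data had been seen. No paired analysis was possible because the 15 libraries have no shared replicate numbers. Of the counts, shares and correlations under other processing, 494 stayed on the same side, 22 became weaker, 6 stronger, 9 reversed and 1 moved. Of the log2 fold changes of named genes, 3979 kept their direction and their side of the threshold, 9 no longer passed it and 1 came to pass it. The rise of ASPG between the particles at 320 μg/mL (3.26) lost its call without a filter (adjusted p = 0.0647) and without Ag_2_S replicates 7, 8 and 9 and Li-doped replicates 13 and 15 (2.90, 3.45, 3.45, 2.61 and 2.62), and was 4.56 without Li-doped replicate 14. That of TGFB1 lost it without Ag_2_S replicates 7 and 8 and Li-doped replicate 13 (0.30, 0.31 and 0.28), and the change of TGFB1 between doses of Li-doped Ag_2_S NPs passed without Li-doped replicate 11 (-0.34). Of the log2 ratios of mean FPKM, 1483 moved by less than 1 SD between replicates and 177 by more.

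Scaling by median ratio reversed the balance of risen and fallen genes in every comparison but that between the particles at 160 μg/mL. There the share that rose went from 42.4% to 49.6%. It went from 30.9%, 27.5%, 38.5%, 32.5% and 35.8% to 51.9%, 51.4%, 50.6%, 53.2% and 50.4% for Ag_2_S and Li-doped Ag_2_S NPs and their comparison at 320 μg/mL and for both particles at 160 μg/mL, and from 38.7% and 45.6% to 54.6% and 51.6% between the doses of Ag_2_S and Li-doped Ag_2_S NPs. With the authors' deposited p-values the share was 50% (Ag_2_S NPs, 320 μg/mL), 53.8% and 52% (Ag_2_S and Li-doped Ag_2_S NPs, 160 μg/mL), and those p-values rest on values that the authors had scaled. With genes of a mean FPKM of at least 5 alone, fewer genes were tested and those changed more than 2-fold numbered 779 and 969 against control and 84 between the particles at 320 μg/mL, 323, 1622 and 934 at 160 μg/mL, and 68 and 494 between doses of Ag_2_S and Li-doped Ag_2_S NPs. A pseudocount of 1, which shrinks the fold of low genes, gave 84 between the particles at 320 μg/mL, 376 with Ag_2_S NPs at 160 μg/mL, and 61 and 569 between doses. Weights for each library gave 4777 changed genes and 2 risen genes of Table S3 between the particles at 320 μg/mL, 6417 changed genes with Ag_2_S NPs at 160 μg/mL, 2998 between doses of Ag_2_S NPs and 10 risen genes of Table S3 between doses of Li-doped Ag_2_S NPs (the cause was not tested). With a correlation between genes estimated from the data, the lists called fell from 21 to 12 (Ag_2_S NPs, 320 μg/mL), from 11 to 1 (Li-doped against undoped, 320 μg/mL), from 22 to 14 (Li-doped, 160 μg/mL), from 15 to 7 (Li-doped against undoped, 160 μg/mL) and from 16 to 8 (doses of Li-doped), because the test then allows for members that move together. They also fell from 20 to 15 (Li-doped, 320 μg/mL), from 18 to 12 (Ag_2_S NPs, 160 μg/mL) and from 21 to 14 (doses of Ag_2_S NPs).

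Leaving out each library in turn, with a group left with 2 libraries assumed to vary like the others, gave these ranges, in the order Ag_2_S and Li-doped Ag_2_S NPs at 320 μg/mL against control, Li-doped against undoped at 320 μg/mL, the same 3 at 160 μg/mL, and 320 against 160 μg/mL of Ag_2_S and of Li-doped Ag_2_S NPs. The changed genes numbered 5131 to 7176, 6389 to 7293, 1720 to 3568, 2826 to 4484, 6790 to 8037, 5284 to 6028, 926 to 1912, 4412 to 5401. Those changed more than 2-fold numbered 1284 to 1391, 1411 to 1902, 153 to 230, 533 to 787, 2485 to 2649, 1436 to 1544, 118 to 186, 787 to 920. The risen genes of Table S3 numbered 18 to 18, 18 to 18, 1 to 2, 17 to 18, 14 to 16, 8 to 9, 9 to 12, 6 to 7. The main counts of changed genes between the particles at 320 μg/mL and between doses of Ag_2_S NPs, 3124 and 1497, fell to 1720 and 1945 without Ag_2_S replicates 7 and 8 at 320 μg/mL, and to 934, 926 and 960 without replicates 7, 8 and 9, and the risen genes of Table S3 between the particles went from 1 to 2 without Li-doped replicate 15 at 320 μg/mL (the cause was not tested). The correlation of the fold changes of both particles was 0.836 to 0.87 at 320 μg/mL and 0.63 to 0.67 at 160 μg/mL, and the genes with a different effect of dose numbered 4189 to 4749. The depth is unknown, so what it limits at low FPKM is not given.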

Differences from the paper's values

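The log2 ratios of the mean FPKM lay below the paper's for all 19 genes of Supplementary Table S3 at 320 μg/mL, the tenth read as TGFBI. The shift was nearly constant, from 0.11 to 0.18 with Ag_2_S NPs and from 0.22 to 0.32 with Li-doped Ag_2_S NPs. The authors' scaling factor with Ag_2_S NPs was 0.163 on the log2 scale. Both sets of values come from the same libraries, so the spread of the replicates does not measure this shift. The genes below are those whose shift exceeded that spread. With Ag_2_S NPs at 320 μg/mL the ratios were 2.69 in the paper and 2.53 here for COL5A1, 2.48 in the paper and 2.32 here for FN1, 2.45 in the paper and 2.29 here for LAMA3, 2.04 in the paper and 1.87 here for COL4A1, 1.35 in the paper and 1.19 here for COL4A2 and 1.10 in the paper and 0.95 here for LAMB3. Among the alternatives set before the data were examined, scaling by median ratio brought each of these within the spread of the replicates, at 2.70 for COL5A1, 2.49 for FN1, 2.46 for LAMA3, 2.04 for COL4A1, 1.36 for COL4A2 and 1.12 for LAMB3. The table of 2 groups, the fold change of limma and a pseudocount of 1 did not. Leaving out a library did so for FN1 (2.37 without Ag_2_S replicate 8), COL4A1 (1.91 without control replicate 1 and 1.90 without Ag_2_S replicate 9) and COL4A2 (1.24 without control replicate 1) and for no other of these genes.

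With Li-doped Ag_2_S NPs at 320 μg/mL the values were 2.72 in the paper and 2.49 here for COL1A1, 2.70 in the paper and 2.43 here for COL5A1, 2.55 in the paper and 2.27 here for FN1, 2.31 in the paper and 2.02 here for LAMA3, 1.45 in the paper and 1.16 here for COL4A1, 1.04 in the paper and 0.76 here for COL4A2, 1.47 in the paper and 1.20 here for COL4A6, 1.24 in the paper and 0.99 here for LAMB3, 1.18 in the paper and 0.92 here for COL18A1 and 1.62 in the paper and 1.35 here for TIMP1. Scaling by median ratio, set before the data were examined, gave 2.74 for COL1A1, 2.68 for COL5A1, 2.52 for FN1, 2.27 for LAMA3, 1.41 for COL4A1, 1.02 for COL4A2, 1.45 for COL4A6, 1.24 for LAMB3, 1.17 for COL18A1 and 1.61 for TIMP1, within the spread of the replicates for each. The fold change of limma and a pseudocount of 1 closed none of these gaps. Leaving out a library brought COL1A1 (2.52 and 2.56 without control replicates 1 and 2, 2.51 and 2.54 without Li-doped replicates 13 and 15), FN1 (2.39 without Li-doped replicate 15) and TIMP1 (1.42 without control replicate 3 and 1.44 without Li-doped replicate 14) within the spread of the replicates. All of these values still lay below the paper's, so they do not account for the shift shared by all genes.

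The gene that Table S3 prints as TGFB1 has log2 ratios of 2.37 and 1.87 in the paper with Ag_2_S and Li-doped Ag_2_S NPs, and its description in the table and the label in Fig. 6b are those of TGFBI. The authors' deposited log2 ratio with Ag_2_S NPs at 320 μg/mL was 2.37 for TGFBI, as printed, and 1.24 for TGFB1. Read as TGFB1 the ratios here were 1.08 and 1.41, and no alternative set before the data were examined reached the paper's values. Read as TGFBI they were 2.19 and 1.55, and scaling by median ratio, at 2.36 and 1.80, reached the paper's values while the table of 2 groups (for Ag_2_S NPs), the fold change of limma, a pseudocount of 1 and leaving out any library did not. The ratios of TGM2, 6.93 and 6.33 in the paper, were 6.75 and 6.03 here, also below the paper's though within the spread of the replicates.

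From real-time PCR the paper states that TIMP1 was the single one of TGFB1, TIMP1 and COL1A1 to rise with Ag_2_S NPs in HaCaT cells. In the RNA-seq libraries all 3 rose in FPKM with Ag_2_S NPs at both doses, and all 3 rose with Li-doped Ag_2_S NPs, as the paper states. The PCR was normalized to ACTB, whose FPKM also rose. Relative to ACTB, a measure chosen after results were seen, COL1A1 alone rose with Ag_2_S NPs, by 1.41 at 320 and 0.90 at 160 μg/mL. TGFB1 (-0.15 and 0.13) overlapped control. TIMP1 was lower at 320 μg/mL (-0.37) and overlapped control at 160 μg/mL (-0.08). All 3 were higher relative to ACTB with Li-doped Ag_2_S NPs at both doses. TGM2 had the largest rise with either particle at 320 μg/mL, as in the paper.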

Other observations

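The tests of the distance of Li-doped libraries from control and the values relative to ACTB below were chosen after results were seen, and the splits of the libraries were set before.

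HaCaT cells given Li-doped Ag_2_S NPs at 160 μg/mL showed a stress response with a loss of interferon-stimulated transcripts. The asparagine synthetase gene ASNS rose by 4.88 on the log2 scale, the serine synthesis gene PSAT1 by 3.84, the ATF4 target TRIB3 by 3.00 and the tRNA synthetase gene AARS by 2.29. SRXN1 and NQO1, targets of the oxidative stress factor NRF2, rose by 3.03 and 2.16. AREG and HBEGF, growth factors of wounded skin, rose by 5.28 and 2.93, though not all ligands of the epidermal growth factor receptor rose. The cytokine gene IL1A rose by 5.23. The interferon-stimulated genes IFIT3 and OASL fell by 4.27 and fell by 3.56, the lysosomal protease gene CTSS fell by 3.67, the antigen presentation genes CD74 and HLA-DRA fell by 1.38 and fell by 1.52 and the chemokine gene CCL2 fell by 6.66. Each passed an adjusted p of 0.05 in limma.

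Counted as risen and fallen with the list-alone counts in parentheses, 26 (26) rose and 2 (2) fell of 29 ATF4 targets (camera adjusted p = 4.38e-15), 18 (18) rose and 0 (0) fell of 20 genes of the unfolded protein response, 18 (18) rose and 3 (3) fell of 28 NRF2 targets (camera adjusted p = 8.8e-08), 5 (5) rose and 2 (2) fell of 7 ligands of the epidermal growth factor receptor (camera adjusted p = 0.00137, adjusted p = 0.158 with an estimated correlation), 19 (20) rose and 2 (2) fell of 27 genes of glycolysis and hypoxia, 0 (0) rose and 46 (46) fell of 46 interferon-stimulated genes (camera adjusted p = 1.69e-17), 0 (0) rose and 15 (15) fell of 16 antigen presentation genes (camera adjusted p = 0.000419, adjusted p = 0.127 with an estimated correlation) and 0 (0) rose and 34 (34) fell of 34 mitosis genes (camera adjusted p = 1.55e-15) changed with Li-doped Ag_2_S NPs at 160 μg/mL. With Li-doped against undoped Ag_2_S NPs at that dose 2563 genes were higher and 3479 lower of 11987 tested, which after scaling by median ratio became 2969 and 3016. Against control 963 genes rose and 1585 fell more than 2-fold with Li-doped Ag_2_S NPs, and 304 and 358 with Ag_2_S NPs, which after scaling became 1248 and 1176, and 369 and 251. The log2 fold changes of both particles at 160 μg/mL had a Pearson's r of 0.659, against a highest of 0.585 in 200 simulations with no change, and 1004 genes rose with both, 2161 fell with both and 239 went opposite ways. At that dose 44 genes past an adjusted p of 0.05 in limma rose more than TGM2 with Li-doped Ag_2_S NPs.

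The largest changes at 160 μg/mL, with the log2 fold change in parentheses, were in part those of 320 μg/mL. With Ag_2_S NPs the largest rises included those of RDH16 (3.54), TNC (3.36), MMP9 (3.22), OLFM2 (2.87), EGFL7 (2.77), AMTN (2.70), SERPINE2 (2.66) and HS3ST2 (2.55), beside TGM2, and the 10 largest falls those of PIGY (listed at 0 with Ag_2_S NPs), OLFM4 (-4.78), ID4 (-3.82), SCGB1A1 (-3.44), ATP6V1B1 (-3.29), ID2 (-2.86), CALB1 (-2.83), ALPP (-2.58), FOXA1 (-2.46) and RARB (-2.38). With Li-doped Ag_2_S NPs the 10 largest rises were those of SPRR2D (listed at 0 in control), SLC29A4 (6.17), KIF21B (6.04), RPLP0P2 (5.91), LCE1F (listed at 0 in control), CHAC1 (5.76), RTN4RL2 (5.76), PRR9 (5.65) and CALB2 (5.63), beside L1CAM, and the 10 largest falls those of OLFM4 (listed at 0 with Li-doped Ag_2_S NPs), SCGB1A1 (-7.10), ATP6V1B1 (-5.92), SLURP2 (-5.72), MMP12 (-5.71), UBD (-5.63), DCN (-5.58), IFI44L (-5.50) and RARB (-5.49), beside CCL2. Higher with Li-doped than with undoped Ag_2_S NPs at that dose were above all SPRR2D (6.64), LCE1F (listed at 0 with Ag_2_S NPs), CHAC1 (5.68), GDF15 (5.48), PRR9 (5.44), SLC2A3 (5.10), RPLP0P2 (5.09) and NEURL1 (5.09), and lower CCL2 (-7.06), CCL7 (-6.17), MT1DP (listed at 0 with Li-doped Ag_2_S NPs), MMP7 (-4.72), SLURP2 (-4.71), AMTN (-4.50), MMP12 (-4.32) and OASL (-4.05). The small proline-rich and cornified envelope genes SPRR2D and LCE1F, the metallothionein pseudogene MT1DP and the ribosomal pseudogene RPLP0P2 have near copies that can share their reads.

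In the lists below, at 320 μg/mL against control, counts in parentheses are adjusted over the list alone, and counts after scaling by median ratio follow as scaled where it changed which of the risen and the fallen were more. Of 25 genes of epithelial junctions, 11 (12) rose and 8 (9) fell with Ag_2_S NPs and 8 (8) rose and 8 (8) fell (scaled 13 and 7) with Li-doped Ag_2_S NPs (camera adjusted p = 0.0172 and 0.105, adjusted p = 0.292 with an estimated correlation for Ag_2_S NPs). Of 7 metal response genes, whose copies can share reads, 3 (3) rose and 1 (1) fell with Ag_2_S NPs and 1 (1) rose and 3 (3) fell (scaled 3 and 1) with Li-doped Ag_2_S NPs (camera adjusted p = 0.0235 and 0.983, adjusted p = 0.152 with an estimated correlation for Ag_2_S NPs). Of 20 heat shock genes, 5 (6) rose and 6 (6) fell (scaled 7 and 1) with Ag_2_S NPs and 5 (5) rose and 9 (9) fell (scaled 10 and 3) with Li-doped Ag_2_S NPs (camera adjusted p = 0.508 and 0.729). Of 17 antigen presentation genes, whose copies can share reads, 3 (3) rose and 6 (6) fell (scaled 3 and 3) with Ag_2_S NPs and 3 (3) rose and 5 (5) fell (scaled 5 and 2) with Li-doped Ag_2_S NPs (camera adjusted p = 0.727 and 0.556). Of 24 targets of p53, 5 (5) rose and 11 (13) fell (scaled 5 and 5) with Ag_2_S NPs and 4 (4) rose and 10 (10) fell (scaled 8 and 5) with Li-doped Ag_2_S NPs (camera adjusted p = 0.622 and 0.729). Of 14 genes of keratinocyte differentiation, 4 (4) rose and 9 (9) fell with Ag_2_S NPs and 6 (6) rose and 6 (6) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.652 and 0.514). Of 6 keratins of mucosa, 1 (1) rose and 2 (2) fell (scaled 2 and 2) with Ag_2_S NPs and 3 (3) rose and 3 (3) fell (scaled 3 and 2) with Li-doped Ag_2_S NPs (camera adjusted p = 0.622 and 0.941).

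Of 19 genes of inflammation, 7 (7) rose and 8 (8) fell (scaled 7 and 7) with Ag_2_S NPs and 7 (7) rose and 10 (10) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.492 and 0.729). Of 5 ligands of the epidermal growth factor receptor, 2 (2) rose and 1 (1) fell with Ag_2_S NPs and 2 (2) rose and 1 (1) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.111 and 0.123). Of 16 targets of YAP, 4 (4) rose and 4 (4) fell (scaled 5 and 3) with Ag_2_S NPs and 3 (3) rose and 6 (6) fell (scaled 5 and 4) with Li-doped Ag_2_S NPs (camera adjusted p = 0.508 and 0.615). Of 33 genes of lysosomes and autophagy, 2 (2) rose and 19 (19) fell with Ag_2_S NPs and 3 (3) rose and 20 (20) fell (scaled 7 and 7) with Li-doped Ag_2_S NPs (camera adjusted p = 0.0539 and 0.158). Of 15 genes of retinoid metabolism, 5 (6) rose and 6 (6) fell (scaled 7 and 5) with Ag_2_S NPs and 3 (3) rose and 7 (7) fell (scaled 6 and 6) with Li-doped Ag_2_S NPs (camera adjusted p = 0.485 and 0.998). Of 79 ribosomal protein genes, 7 (0) rose and 0 (0) fell with Ag_2_S NPs and 50 (50) rose and 1 (1) fell with Li-doped Ag_2_S NPs (camera adjusted p = 0.000206 and 6.21e-14, adjusted p = 0.661 and 0.407 with an estimated correlation). Of 15 housekeeping genes, 4 (4) rose and 6 (7) fell (scaled 5 and 5) with Ag_2_S NPs and 5 (5) rose and 6 (6) fell (scaled 7 and 2) with Li-doped Ag_2_S NPs (camera adjusted p = 0.747 and 0.406). Heat shock genes had a median of -0.15 and a mean of 0.18 with Ag_2_S NPs, and after scaling by median ratio the medians of heat shock, antigen presentation, mucosal keratin and housekeeping genes and YAP targets with Ag_2_S NPs, and of epithelial junction, metal response, heat shock, antigen presentation, p53, mucosal keratin, receptor ligand, YAP target and hyaluronan genes with Li-doped Ag_2_S NPs, turned from below to above 0.

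ACTB, the normalizer of the paper's real-time PCR, rose at the RNA-seq level, by 1.23 and 0.65 on the log2 scale with Ag_2_S and Li-doped Ag_2_S NPs at 320 μg/mL and by 0.84 and 1.14 at 160 μg/mL. Relative to ACTB the log2 change at 320 μg/mL was -0.15 (SE 0.07) and 0.75 (SE 0.09) for TGFB1, -0.37 (SE 0.10) and 0.70 (SE 0.11) for TIMP1 and 1.41 (SE 0.11) and 1.82 (SE 0.14) for COL1A1. At 160 μg/mL it was 0.13 (SE 0.11) and 0.49 (SE 0.12) for TGFB1, -0.08 (SE 0.15) and 1.12 (SE 0.07) for TIMP1 and 0.90 (SE 0.14) and 0.46 (SE 0.13) for COL1A1. No PCR values were used here.

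The authors' comparisons of 2 groups were used here for Ag_2_S NPs at both doses and for Li-doped Ag_2_S NPs at 160 μg/mL. Of the genes tested in limma, their q-value called 5222 with Ag_2_S NPs at 320 μg/mL, of which 4350 were called in the same direction in limma and 0 in the opposite one. The counts were 3115 and 2508 with Ag_2_S NPs and 6624 and 5734 with Li-doped Ag_2_S NPs at 160 μg/mL, again with 0 opposite.

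One hypothesis was that each library of Li-doped Ag_2_S NPs at 160 μg/mL lies farther from control than each at 320 μg/mL, and it did not hold. The median distance to control on the log2 scale was 0.475, 0.495 and 0.529 at 160 μg/mL, and 0.403, 0.37 and 0.553 at 320 μg/mL, the last in replicate 15. The gap between the lowest at 160 μg/mL and the highest at 320 μg/mL was -0.078 as deposited, -0.019 after scaling by median ratio and -0.104 after that scaling among genes with a mean FPKM of at least 50, and the last 2 decide nothing because the gap was already below 0. The markers of other cell types that were near 0 in control had a highest median FPKM of 0.02 in the 3 libraries at 160 μg/mL, which decides nothing for the same reason. The markers LUM, DCN and CDH5, of fibroblasts and endothelium, had control FPKM of 5.19, 7.08 and 3.11 and were lower in every treated group.

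Splits of 3 libraries against 3 number 10, too few for a share under 0.05. Each split but the real one mixes libraries of both groups. It keeps part of the real difference and adds the rest to the spread within its groups. The counts of the other splits are therefore not a chance level. The changed genes numbered 6232 with Ag_2_S NPs and 7331 with Li-doped Ag_2_S NPs at 320 μg/mL, 3124 between the particles, and 4220, 7584 and 6042 in the same comparisons at 160 μg/mL, against a highest other of 1, 0, 0, 1, 0 and 0. Those changed more than 2-fold numbered 1322, 1620, 175, 662, 2548 and 1494, against a highest other of 1, 0, 0, 1, 0 and 0, and the risen genes of Table S3 18, 18, 1, 17, 16 and 9, against 0 in each. Between doses of Ag_2_S and Li-doped Ag_2_S NPs 1497 and 5121 genes changed, against 2 and 0, with 157 and 861 more than 2-fold, against 1 and 0, and 11 and 6 genes of Table S3 risen, against 0 and 0. Lists called by camera numbered 21, 20, 11, 18, 22 and 15 against a highest other of 19, 20, 8, 21, 21 and 18, and between doses 21 and 16 against 16 and 13. For Li-doped Ag_2_S NPs at 320 μg/mL, Ag_2_S NPs at 160 μg/mL and the particles compared at 160 μg/mL, 2, 5 and 3 of the 10 splits called as many lists, the real one included.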
